# Identification of Transcription Factors Involved in the Regulation of Flowering in *Adonis Amurensis* Through Combined RNA-seq Transcriptomics and iTRAQ Proteomics

**DOI:** 10.3390/genes10040305

**Published:** 2019-04-18

**Authors:** Aimin Zhou, Hongwei Sun, Shengyue Dai, Shuang Feng, Jinzhu Zhang, Shufang Gong, Jingang Wang

**Keywords:** *Adonis amurensis*, flowering gene, transcriptome, proteome, transcription factor

## Abstract

Temperature is one of the most important environmental factors affecting flowering in plants. *Adonis amurensis*, a perennial herbaceous flower that blooms in early spring in northeast China where the temperature can drop to −15 °C, is an ideal model for studying the molecular mechanisms of flowering at extremely low temperatures. This study first investigated global gene expression profiles at different developmental stages of flowering in *A. amurensis* by RNA-seq transcriptome and iTRAQ proteomics. Finally, 123 transcription factors (TFs) were detected in both the transcriptome and the proteome. Of these, 66 TFs belonging to 14 families may play a key role in multiple signaling pathways of flowering in *A. amurensis*. The TFs FAR1, PHD, and B3 may be involved in responses to light and temperature, while SCL, SWI/SNF, ARF, and ERF may be involved in the regulation of hormone balance. SPL may regulate the age pathway. Some members of the TCP, ZFP, MYB, WRKY, and bHLH families may be involved in the transcriptional regulation of flowering genes. The MADS-box TFs are the key regulators of flowering in *A. amurensis*. Our results provide a direction for understanding the molecular mechanisms of flowering in *A. amurensis* at low temperatures.

## 1. Introduction

Flowering is the transition from vegetative to reproductive growth and is a key developmental stage of successful seed production in flowering plants [1]. To assure timely flowering in various environments, plants have formed several main genetic mechanisms that are regulated by external and internal signals. Currently, six major pathways are known to control flowering: photoperiod pathway, vernalization pathway, ambient temperature pathway, gibberellin pathway, the autonomous pathway, and age pathway [2]. In the photoperiod, vernalization, and ambient temperature pathways, light, and temperature act as external signals and are the most important environmental factors in the regulation of flowering time [2,3]. The gibberellin, autonomous, and age pathways regulate flowering by responding to internal signals [4,5,6].

In the annual model plant *Arabidopsis thaliana*, some of the major genes that have been shown to affect flowering time have been placed in the flowering pathway [2,7]. In the photoperiod pathway, phytochrome and cryptochrome photoreceptors sense light signals and reset the circadian clock feedback loop, including circadian clock associated 1 (CCA1), late elongated hypocotyl (LHY) and timing of cab expressin 1 (TOC1) [8,9]. Constans (CO) is a transcriptional regulator that plays a key role in photoperiod and the biological clock, and the expression of CO is regulated by day length and the circadian clock. CO promotes flowering by initiating transcription of the flowering genes flowering locus T (FT) and the twin sister of FT (TSF) [8,10,11]. Flowering locus C (FLC) is a MADS-box transcription factor (TF) that acts as a floral repressor and prevents flowering by repressing FT and suppressor of -overexpression of CO 1 (SOC1) [12]. The vernalization pathway promotes flowering by repressing FLC transcription [13,14]. In the vernalization pathway, vernalization 2 (VRN2) and vernalization insensitive 3 (VIN3) are involved in the repression of FLC expression [15,16]. Another MADS-box TF, short vegetative phase (SVP), plays an important role in the ambient temperature pathway. At low temperatures (e.g., 16 °C), SVP prevents flowering by negatively regulating the expression of FT [17]. The autonomous, gibberellin (GA), and age pathways respond to internal signals to regulate flowering. The autonomous pathway promotes flowering by lowering the basal level of FLC transcription [5]. Gibberellin 20 oxidase (GA20ox) is a key catalytic enzyme in the biosynthesis of GA, the concentration of which increases at the meristem immediately prior to floral induction and which promotes flowering by up-regulating SOC1 expression [4]. In the age pathway, concentrations of squamosa promoter binding protein-like (SPL) TFs increase with increasing age and promote flowering by increasing the expression of flowering genes, such as SOC1 and FRUITFULL (FUL). SPLs are negatively regulated by the microRNA miR156 [6,18]. 

In the perennial model plant *Arabis alpina*, *perpetual flowering 1* (*PEP1*) is the ortholog of the *A. thaliana FLC* gene. *PEP1* is transiently repressed by low temperatures, causing repeated seasonal cycles of repression and activation of *PEP1* transcription that allow it to carry out functions characteristic of the cyclical life history of perennials [19]. Moreover, recent studies have shown that *SPL15* regulates flowering of *A. alpina* in response to vernalization [20].

The identification and functional characterization of flowering genes from model plants are useful; however, the identification and characterization of these genes in plants that grow in unique environments and/or under extreme conditions are necessary to further elucidate the molecular mechanism of flowering regulation. *Adonis amurensis* is a perennial herbaceous flower in the family Ranunculaceae. *A. amurensis* can blossom before the ice and snow melts in the spring in northeast China, where the temperature can drop to −15 °C. However, the genetic regulatory mechanisms of flowering in *A. amurensis* under extremely low temperatures are unclear. Currently, both transcriptomics and proteomics have been widely used to identify genes in flowering in plants [21,22,23]. In the present study, we identified the key TFs involved in flowering in *A. amurensis* by combining transcriptomic and proteomic analyses. The findings of our study will aid further understanding of the genetic regulatory mechanisms of flowering plants under extremely low temperatures.

## 2. Materials and Methods

### 2.1. Plant Materials

*Adonis amurensis* plants were grown in an open field at Northeast Agricultural University (Harbin, China; 128.4° E, 45.0° N). The floral organs of *A. amurensis* were sampled simultaneously at different developmental stages and were immediately stored at −80 °C until required for RNA and protein extraction.

### 2.2. RNA-seq and Transcriptome Analyses

Total RNA from the floral organs of *A. amurensis* plants was isolated using TRIzol reagent (Invitrogen, Carlsbad, CA, USA). The quality of the RNA samples was confirmed, and the samples were sent to Bionova Biotech (Beijing, China) for RNA sequencing. cDNA library construction and Illumina sequencing were performed according to the manufacturer’s instructions (Illumina, San Diego, CA, USA). The RNA-seq datasets were deposited in the NCBI Gene Expression Omnibus (GEO) with accession number GSE126456.

Transcriptome data were processed as previously described [24]. The de novo assembly of the *A. amurensis* transcriptome in the absence of a reference genome was accomplished using Trinity. Trinity combines the reads with a certain length of overlap to form longer fragments, known as contigs. These contigs were subjected to sequence clustering to form longer sequences. Such sequences were defined as unigenes. All assembled unigenes were compared with the following public databases: NR (NCBI non-redundant protein sequence), NT (NCBI nucleotide sequence), Swiss-Prot protein, KEGG (Kyoto Encyclopedia of Genes and Genomes), KOG (euKaryotic Ortholog Groups), InterPro, and GO (Gene Ontology) databases.

### 2.3. Analysis of Differentially Expressed Genes (DEGs)

The expression levels of unigenes were calculated using the Fragments Per Kilobase of transcript per million mapped reads (FPKM) were calculated using RSEM [25]. This software calculates the FPKM values for each assembled transcript by normalizing the counts of the paired-end reads to both the length of the transcript and the total number of mapped reads in the sample [26]. The FDR control method [27] was used in multiple hypothesis testing to correct for p values. After the FDR was obtained, the ratio of FPKMs was used to calculate the fold-change in the expression of unigenes in two samples simultaneously. The smaller the FDR and the larger the ratio, the larger was the difference in the expression level between the two samples. In our analysis, DEGs were screened with an FDR threshold of 0.05 or less and an absolute value of the log2 ratio of 1 or more. All DEGs were mapped to each term of the KEGG or GO databases, and significant pathways were defined based on a corrected *p*-value of ≤ 0.05.

### 2.4. Protein Extraction and iTRAQ Proteome Analysis

Protein extraction was performed as previously described [28]. The samples were ground in liquid nitrogen to a fine powder and extracted in lysis buffer, then 1mM phenylmethyl sulfonyl fluoride (PMSF), 2 mM ethylenediamine tetraacetic acid (EDTA), and 10 mM dithiothreitol (DTT) were added. The samples were sonicated for 5 min and centrifuged at 25,000× *g* for 20 min. The supernatant was mixed well with five times its volume of 10% trichloroacetic acid (TCA)/chilled acetone and incubated at −20 °C for 2 h. After centrifugation at 25,000× *g* for 20 min, the supernatant was discarded, and the previous processes were repeated once. The quality of protein samples was confirmed by a Bradford assay and 12% sodium dodecyl sulfate polyacrylamide gel electrophoresis (SDS-PAGE). Samples were subsequently sent to Bionova Biotech (Beijing, China) for proteomic analyses via isobaric tags for relative or absolute quantitation iTRAQ. iTRAQ labeling, MS analysis, and protein identification were performed as previously described [28]. For peptide data analysis, raw data were employed using the Mascot search engine (Matrix Science, London, UK; version 2.3.02). For protein identification, a series of standard parameters were set as follows: 0.1 Da fragmented mass tolerance, 0.05 Da peptide mass tolerance and one maximum missed cleavage.

### 2.5. Quantitative Real-Time PCR (qPCR) for Validation

The expression of three key MADS-box genes and 25 randomly selected genes were investigated by qPCR. The primers for these assays (Table S2) were designed using Primer 5.0, and qPCR was performed using a qTOWER 2.2 PCR system (Analytik Jena, Jena, Germany) and SYBR Green PCR Master Mix (TaKaRa, Dalian, China) according to the manufacturer’s instructions. *AaActin* was used as a reference gene. Three biological and three technical replicates were performed for each sample.

## 3. Results

### 3.1. Transcriptome Sequencing of Floral Organs in A. amurensis

*Adonis amurensis* is a perennial hysteranthous plant with a flowering period of approximately 1 month. At the beginning of March, the flower buds of *A. amurensis* began to sprout, and the lowest temperature at night at this time was approximately −15 °C. *A. amurensis* blooms between March and April in northeast China, when the ice and snow have not melted, and the day and night temperatures are between −15 °C and 10 °C (Figure 1a,b). *A. amurensis* flowers contain approximately nine sepals, initially green, but changing to grayish-purple during flowering, and approximately 10 yellow petals. The flowers open in sunny daylight conditions and close at night to ward off the cold. We divided the flowering process of *A. amurensis* into six developmental stages, including flower bud differentiation (FBD), young alabastrum (YA), visible color alabastrum (VCA), early flowering stage (EFS), full bloom stage (FBS), and senescing flower stage (SFS). To identify genes potentially related to the regulation of flowering in this species, we sequenced the transcriptome of the floral organs of *A. amurensis* at six developmental stages (FBD, YA, VCA, EFS, FBS, and SFS) and compared the results to the following public databases: NR, NT, Swiss-Prot protein, KEGG, KOG, InterPro, and GO (Figure 1c). As a result, a total of 87,870 (FBD), 85,320 (YA), 83,204 (VCA), 74,003 (EFS), 78,664 (FBS), and 67,904 (SFS) genes were annotated in the floral organs of plants sampled from the six developmental stages (Figure 1d and Table 1). Of these genes, 46,458 genes were concomitantly annotated in five of the public databases (Figure 1e). As a result, 39,219 unigenes were successfully assigned to, at least, one GO term, and all resulting GO terms were classified into 53 functional groups in three main categories: biological processes, cellular components, and molecular functions (Figure S1). 

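Total RNA of the floral organs was sequenced on the Illumina platform as 1 library per stage, 6 libraries in all. No stage has a replicate, so no difference between stages could be set against the spread between plants. The authors assembled the reads with Trinity, clustered the contigs into unigenes and calculated the FPKM of each unigene with RSEM. FPKM is the number of fragments per kilobase of unigene, scaled to the number of mapped reads, so it already corrects for the length of a unigene and for the number of mapped reads. The deposited table lists the FPKM of 190355 unigenes in each stage to 2 decimals, with their best matches in the public databases. No unigene was at 0 in every library. The paper's Table 1 gives its 113899 annotated unigenes as 43.25% of all, and the table used here holds 72.3% of the number this makes. The other unigenes were not analysed here, so counts and shares below are over the unigenes of this table. The FPKM summed to 747348 in FBD, 744139 in YA, 755353 in VCA, 732654 in EFS, 725425 in FBS and 724662 in SFS. These sums are not read numbers, which are not part of the table. The relative depth was therefore read from unigenes with an FPKM from 0.2 to 2 in both libraries of a pair, where the unigenes covered by the same small number of reads form a peak in the ratio. Relative to YA, the depth was 0.805 in FBD, 1.01 in VCA, 1.15 in EFS and 1.05 in both FBS and SFS. The value of FBD rests on few unigenes, since 87 lay within 0.2 log2 of its peak and 25.3% of these within 0.02 log2. Peaks were searched only within 0.55 log2 of equal values, so a larger difference in depth could not be found. The 10 unigenes with the highest FPKM held 2.48% of the sum in FBD, 2.81% in YA, 2.68% in VCA, 4.53% in EFS, 5.88% in FBS and 7.94% in SFS. The unigene with the highest FPKM was CL29853.Contig2 (histone H2A) in FBD at 2914, CL7365.Contig3 (metallothionein) in YA at 3098 and CL5355.Contig9 (chlorophyll a-b binding protein) in VCA at 3956. In EFS, FBS and SFS it was CL10178.Contig1 (non-specific lipid-transfer protein), at 6373, 9193 and 14574. Ratios between stages were calculated on the log2(FPKM + 0.1) scale, over unigenes with an FPKM of at least 1 in either library, without further scaling. Such ratios understate the change of unigenes with a low FPKM. Contigs that share a CL number belong to 1 sequence cluster, and reads that match several of them are divided by RSEM, so the FPKM of a single contig is uncertain. Unigenes of ribosomal proteins are among those listed at 0 in single libraries, so a value of 0 is given only as listed.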

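In the deposited table, an FPKM above 0 was listed for 72767 unigenes in FBD, 84816 in YA, 82448 in VCA, 80367 in EFS, 79639 in FBS and 76367 in SFS. Of these, 50429 (69.3%) in FBD carried an annotation in at least 1 database. The annotated unigenes numbered 52420 (61.8%) in YA, 51524 (62.5%) in VCA, 51143 (63.6%) in EFS, 50433 (63.3%) in FBS and 50064 (65.6%) in SFS. At an FPKM of at least 1, annotated unigenes numbered 36263 in FBD and 31865 in SFS. The count with or without annotation, which gives the higher numbers above, was an alternative chosen after the values were seen. Only 11365 unigenes (5.97%) had an FPKM above 0 in all 6 libraries.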

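An annotation in Nr, InterPro, KOG, KEGG and Swiss-Prot together was found for 43895 unigenes of the deposited table. Separately, 93661 unigenes had a match in Nr, 76308 in InterPro, 73323 in KOG, 69566 in KEGG, 60158 in Swiss-Prot and 58783 in Nt. At least 1 database annotated 100603 unigenes, or 52.9% of the table, which holds fewer unigenes than the paper's Table 1.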

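The deposited table gives a GO term for 36354 unigenes. The classification of these terms into functional groups was not repeated.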

The majority of annotated genes (40.92%) were similar to those of *Nelumbo nucifera* (Figure S2).

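Of the 93661 unigenes with a match in Nr, 40054 (42.8%) had their best match in Nelumbo nucifera. Vitis vinifera followed with 12.9%, Theobroma cacao with 2.50% and Jatropha curcas with 2.01%.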

### 3.2. Identification of Differentially Expressed Genes (DEGs) During Flower Development

Using the FPKM method, the DEGs in the floral organs of the six developmental stages were screened. 

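Between FBD and YA, 105779 unigenes had an FPKM of at least 1 in either library. Of these, 52648 were 2-fold or more higher in YA and 52829 were 2-fold or more lower in YA, which together make 99.7%. The ratio threshold alone was applied, because an FDR cannot be calculated from FPKM of single libraries. Whether the FBD library is from A. amurensis is open, so the counts of this pair are not shown to be changes between stages. Among unigenes with a Swiss-Prot name and an FPKM of at least 50 in either library, those that fell most were Unigene26558 (histone H4), from 901 in FBD to a listed 0 in YA, and Unigene135453 (60S ribosomal protein L37-1), from 701 to a listed 0. Those that rose most were CL2258.Contig1 (40S ribosomal protein S13), from a listed 0 to 337, and CL3376.Contig2 (phosphoprotein ECPP44), from a listed 0 to 302. A low-value filter at an FPKM of 5 moved these counts most, to 20139 higher and 20224 lower in YA, while the scaling moved the balance between them. When each library was divided by its median ratio to the geometric mean of the 6 libraries, which can be calculated only over the unigenes above 0 in every library, 25537 unigenes were higher and 64634 lower in YA. The share of changed unigenes that were higher in YA was then 28.3%, compared with 49.9% without scaling. This scaling shifts the log2 ratio of YA to FBD by -6.64 in all unigenes alike, before the pseudocount is added. Division by the total FPKM and by the summed actin FPKM shift it by 0.0062 and -0.047. The factor of FBD was 0.0236 and rests on the 5.97% of unigenes above 0 in every library. The total and the actin sum show no such difference in scale. A direction from FBD that turns under division by the median ratio is therefore no evidence of a change. When the FPKM filter was applied before the division by the median ratio, an alternative chosen after the values were seen, 44.7% of changed unigenes were higher in YA.

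**Figure D1:**
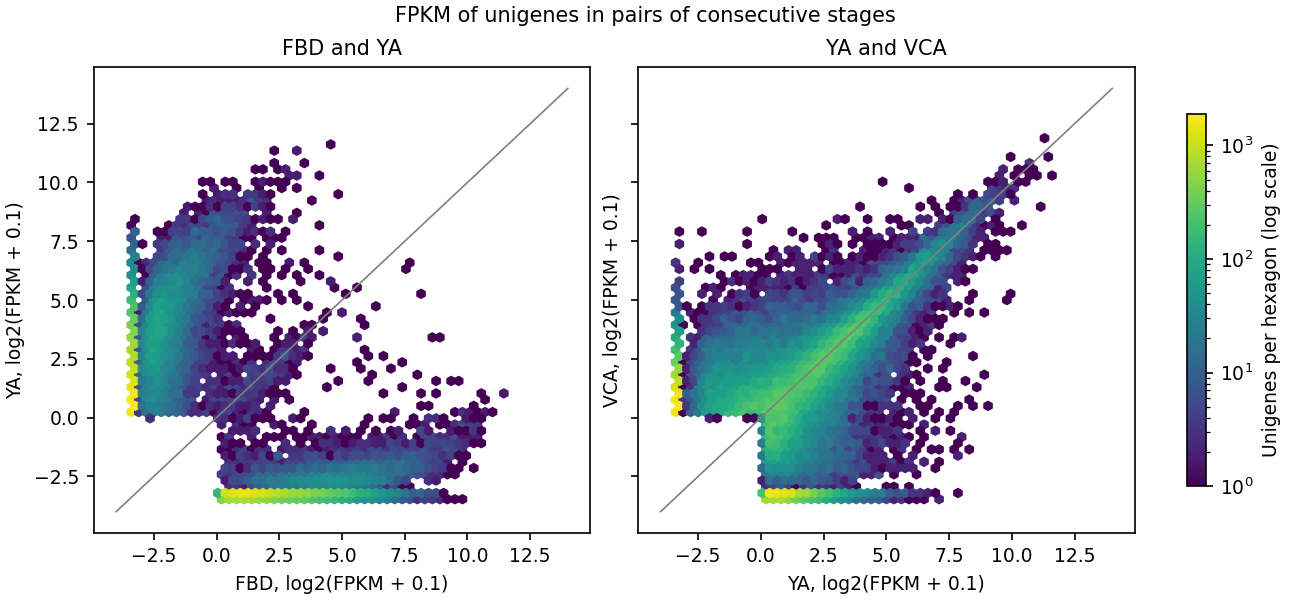
FPKM of unigenes in pairs of consecutive stages, both axes as log2(FPKM + 0.1), with FBD and YA on the left, YA and VCA on the right, and the colour giving the number of unigenes per hexagon on a log scale. Between FBD and YA, 99.7% of the unigenes lie off the grey line of equal values by 2-fold or more, and most lie near the lowest values of either axis, whereas between YA and VCA 61.8% lie off the line and the others lie along it.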

As shown in Figure S3, 37,317 up-regulated and 32,545 down-regulated DEGs were identified in the FBD vs YA comparison group. The numbers of up- and downregulated DEGs were similar (approximately 9000 to 12,000) in the YA vs. VCA, VCA vs. EFS, EFS vs. FBS, and FBS vs. SFS comparison groups. 

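Of the 72357 unigenes that passed the same FPKM filter in YA or VCA, 21719 were 2-fold or more higher and 22997 were lower in VCA (61.8%). From VCA to EFS, 19048 were higher and 26077 lower of 68149 (66.2%). From EFS to FBS, 21613 were higher and 21263 lower of 65398 (65.6%). From FBS to SFS, 18359 were higher and 22598 lower of 63185 (64.8%). The unigenes that changed most between single stages were largely listed at 0 in 1 of the libraries, and several returned to 0 at the next stage. CL27430.Contig2 (60S ribosomal protein L38) and CL26685.Contig2 (60S ribosomal protein L44) rose most from YA to VCA, from a listed 0 to 233 and 181. CL23302.Contig4 (protein disulfide-isomerase like 2-1) and CL7552.Contig5 (glycine cleavage system H protein 2) fell most, from 139.7 and 116 to a listed 0. From VCA to EFS, CL7718.Contig3 (nerolidol synthase 1) rose from a listed 0 to 272 and CL26763.Contig2 (60S ribosomal protein L35) from a listed 0 to 149, while CL17813.Contig3 (polyubiquitin 3) fell from 253 and CL27430.Contig2 from 233 to a listed 0. From EFS to FBS, CL1223.Contig1 (alcohol dehydrogenase-like 7) rose from a listed 0 to 379 and CL18649.Contig1 (cytochrome b-c1 complex subunit 8) from a listed 0 to 181. Unigene5194 (mannose-specific lectin) fell from 178 and CL26763.Contig2 from 149 to a listed 0. From FBS to SFS, CL20893.Contig1 (ATP synthase delta chain) rose from a listed 0 to 299.95 and CL1223.Contig5, a contig of the same cluster as CL1223.Contig1, from a listed 0 to 265. CL1223.Contig1 fell from 379 and CL4507.Contig2 (ABC transporter I family member 19) from 151 to a listed 0. The filter at an FPKM of 5 again moved the counts most, to 5343 higher and 5274 lower from YA to VCA. Division by the median ratio gave 13078 higher and 11187 lower from FBS to SFS, or 53.9% higher compared with 44.8% without scaling, and 11394 higher and 10634 lower from YA to VCA. With the filter applied before this division, the balance turned in neither pair, at 48.7% and 49.4% higher. From EFS to FBS the balance turned at an FPKM of 5, with 5343 higher and 5900 lower, without the filter and among annotated unigenes.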

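The members of both pathways were taken from the orthology names in the KEGG annotation of the deposited table, and the share of members past a 2-fold ratio was compared with that of all KEGG-annotated unigenes under the same filter. The intervals are 95% Wilson intervals over the members and cover no variation between plants. From FBD to YA, all 34 unigenes of ketone body metabolism and all 47 of anthocyanin biosynthesis passed a 2-fold ratio, as did 99.9% of all 51768 KEGG-annotated unigenes and 99.5% of the 1319 unigenes of ribosomal proteins. From VCA to EFS the share was 67.9% of 28 ketone body unigenes (49.3 to 82.1%) and 70.8% of 24 anthocyanin unigenes (50.8 to 85.1%), with 53.2% of all KEGG-annotated unigenes. From EFS to FBS it was 46.4% for ketone bodies (29.5 to 64.2%) and 81.8% of 22 anthocyanin unigenes (61.5 to 92.7%), with 52.7% of all. From FBS to SFS it was 46.4% for ketone bodies and 45.8% for anthocyanin (27.9 to 64.9%), with 51.8% of all. With these settings the interval of either pathway lay above the share of all KEGG-annotated unigenes only for anthocyanin from EFS to FBS. It also did so under each other pseudocount, filter and scaling tried, and without the low-value filter the values were 45.1% (32.3 to 58.6%) and 31.8%. From VCA to EFS, ketone bodies lay above the share of all without the filter, at 55.3% (39.7 to 69.9%) compared with 32.0%. They also did after division by the median ratio, at 68.0% (48.4 to 82.8%) compared with 48.0%. Anthocyanin from VCA to EFS did at an FPKM of 5, at 76.2% (54.9 to 89.4%) compared with 45.9%. From FBD to YA, division by the median ratio lowered the share to 80.6% for ketone bodies (63.7 to 90.8%), 89.1% for anthocyanin and 92.1% for all KEGG-annotated unigenes.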

The KEGG pathway enrichment analysis involving the DEGs showed that the anthocyanin biosynthesis and synthesis pathways and degradation of ketone bodies pathway exhibited higher rich factors in several of the comparison groups (FBD vs. YA, VCA vs. EFS, EFS vs. FBS, and FBS vs. SFS), indicating higher degrees of pathway enrichment (Figure 2).

### 3.3. Identification and Classification of Transcription Factors (TF) During Flower Development

TFs play an important role in the regulation of flowering in plants. Our study identified a total of 3216 TFs and classified them into 59 families via an alignment of conserved domains. 

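TFs were counted in the deposited table by their Swiss-Prot names, and the paper's own list of TFs was not used here. A gene that was assembled as several contigs counts once for each contig. The names of FAR1 and its related sequences were carried by 337 unigenes, those of CCCH zinc fingers by 305, of B3 domain (ABI3VP1) proteins by 210, of bHLH by 199, of MYB by 198, of AP2-EREBP by 182 and of NAC by 155. The WRKY names followed with 116 unigenes, MADS-box with 108, SBP with 57 and TCP with 36. No unigene carried an mTERF name in Swiss-Prot. By InterPro domain, a search added after these counts were seen, 39 unigenes were mTERF. The 12 families of this search held 1903 unigenes.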

The MYB, FAR1, bHLH, mTERF, and ABI3VP1 families of TFs contained the highest numbers of genes (Figure 3a). 

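The 6 libraries were compared by the Pearson correlation of log2(FPKM + 0.1) across unigenes with an FPKM of at least 1 in any library. These correlations are across unigenes, which are not independent replicates. Across the 1762 TF unigenes by Swiss-Prot name, FBD correlated with the other 5 stages at a mean r of -0.636 (-0.674 to -0.594), whereas the other 5 correlated with each other at a mean of 0.802 (0.753 to 0.866). In hierarchical clustering by 1 minus r with average linkage, FBD joined the other 5 last, at a distance of 1.64, while all of these had joined by a distance of 0.222. FBD also stood apart outside the TFs. Over all 157513 unigenes the mean correlation of FBD was -0.394 and that among the other 5 was 0.685. It stood apart least after the FPKM were summed per KEGG orthology group, an alternative chosen after the values were seen, at 0.678 compared with 0.931. Of the unigenes with an FPKM of at least 1 in FBD or in the mean of the other 5, 52686 were 20-fold or more higher in FBD, 46926 were 20-fold or more lower in FBD, and 1443 (1.43%) lay in between. Unigenes of ribosomal proteins, actin, tubulin, elongation factor 1-alpha, ubiquitin and GAPDH, which every cell uses, were divided in the same way, with 416 higher in FBD, 486 lower in FBD and 24 in between.

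**Figure D2:**
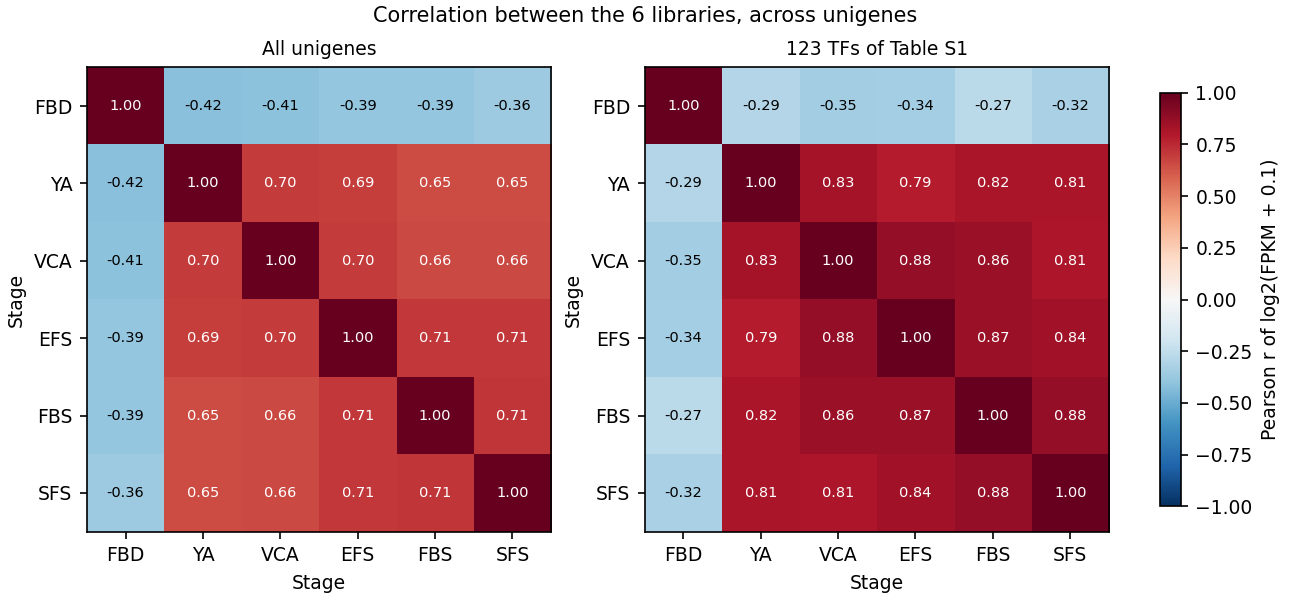
Pearson correlation between the 6 libraries on the log2(FPKM + 0.1) scale, with stages on both axes, over all unigenes on the left and over the 123 TFs of Table S1 on the right. FBD is negatively correlated with each other stage (-0.42 to -0.36 on the left), and the other 5 stages are positively correlated with each other (0.65 to 0.71 on the left).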

Clustering analysis showed that the expression patterns of most TFs in FBD were entirely different from the other five stages (Figure 3b). At the FBD stage, members of the MYB, mTERF, FAR1, and bHLH families were mainly up-regulated, and members of the MYB, FAR1, AP2-EREBP, and NAC families were mainly up-regulated at the other five stages.

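For each family, a unigene was compared between FBD and the mean of the other 5 stages, over members with an FPKM of at least 1 on either side. All annotated unigenes set the background, 48.4% of which were higher in FBD. The shares are given with 95% Wilson intervals, which cover no variation between plants and treat contigs as independent. Most members were 20-fold or more higher or lower in FBD, in FAR1 142 and 86. A share thus mainly counts members of nearly separate sets of unigenes and does not show regulation between stages. Of 233 FAR1 unigenes, 60.9% (54.6 to 66.98%) were higher in FBD, and of 158 ABI3VP1 unigenes, 70.9% (63.4 to 77.4%). The share was 49.0% (41.3 to 56.8%) of 157 MYB unigenes, 45.5% (37.8 to 53.3%) of 154 bHLH unigenes and 49.3% (41.3 to 57.4%) of 144 AP2-EREBP unigenes. NAC unigenes were higher in FBD in 37.1% (28.8 to 46.1%) of 116 cases, and the remaining 73 were higher in the other 5 stages. Of the 35 mTERF unigenes by InterPro domain, 60.0% (43.6 to 74.4%) were higher in FBD. Division of each library by its median ratio shifts all unigenes towards FBD alike, and raised the share of all annotated unigenes to 64.2%. With it, MYB (63.5%), bHLH (59.6%), AP2-EREBP (61.7%) and NAC (59.6%) crossed 50%, while FAR1 stood at 83.7% and ABI3VP1 at 87.1%. At an FPKM of 5 the share of all was 51.1%, with 56.9% of MYB, 56.0% of bHLH, 59.7% of AP2-EREBP, 84.0% of FAR1 and 92.7% of ABI3VP1. Without the low-value filter FAR1 stood at 44.8% and all annotated unigenes at 38.8%. Set against the share of all annotated unigenes under the same pseudocount, filter or scaling, the intervals of FAR1 and ABI3VP1 lay above it in each case tried, and those of MYB, bHLH and AP2-EREBP spanned it. The interval of NAC lay below it except after division by the median ratio, where it spanned it (49.5 to 68.9%).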

### 3.4. Proteome Sequencing of Floral Organs in A. amurensis

To more accurately identify the TFs involved in the regulation of flowering, we sequenced the proteome of floral organs at three development stages (YA, EFS, and SFS) using transcriptome data as a reference. Based on LC-MS/MS analyses, a total of 368,236 spectra were generated, which included 83,842 matched spectra and 68,563 unique spectra. In total, 41,938 peptides containing 36,250 unique peptides and 8427 proteins were identified (Table 2). All of the annotated proteins were successfully assigned to at least one of the 52 GO terms, and were grouped into three main categories: biological processes, cellular components, and molecular functions (Figure S4).

### 3.5. Identification of TFs Involved in Flowering by Combining Transcriptomic and Proteomic Data

A combined analysis showed that 123 TFs appeared in both transcriptomic and proteomic data (Figure 4a). Of these TFs, 14 families containing 66 TFs were homologous to the TFs that have been reported to be involved in the regulation of flowering. 

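All 123 TFs of Table S1 were found in the deposited table with the same FPKM, to 0.01, in each of the 6 stages. The proteome itself was not analysed here. Unigenes 20-fold or more higher in FBD than in the mean of the other 5 stages held 98.4% of the FPKM of FBD. Whether this library is from A. amurensis is open, so ratios to FBD in this section are not shown to be changes between stages. From FBD to YA, 100 of the 123 TFs rose 2-fold or more, 13 fell 2-fold or more and 10 changed less. Their median log2 ratio of YA to FBD was 5.93, and 6.41 over the 50 TFs above 0 in both libraries. It was 1.24 after division by the median ratio, which shifts all unigenes alike. That shift rests on the 5.97% of unigenes above 0 in every library, and the total FPKM and the actin sum do not show it. Counts from FBD under this division, here and below, are therefore no evidence of a change. In FBD, 61 of the TFs were listed at 0 and 110 had an FPKM below 1, with a median of 0.04. The median was 8.90 in YA, 7.54 in VCA, 6.28 in EFS, 6.43 in FBS and 5.15 in SFS. Of the 123 TFs, 12 were 20-fold or more higher in FBD than in the mean of the other 5 stages, and each of these 12 had an FPKM below 1 in YA, EFS and SFS, the stages of the proteome. A further 98 were 20-fold or more lower in FBD. In 10000 random lists of unigenes matched on mean expression to the 121 TFs with an FPKM of at least 1 in any library, the median log2 ratio of FBD to YA of the TFs, -5.98, lay at percentile 5.73. The list medians had a 95% range of -6.05 to -5.28. When the lists were matched on the highest FPKM of the 6 stages instead, the TFs lay at percentile 0, so that no list had a lower median. The TFs had been chosen in the paper by their proteins in YA, EFS and SFS, whereas the random lists were drawn from unigenes of all stages, FBD included.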

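The 66 TFs of Figure 4b to 4h include 54 that were 2-fold or more higher in YA than in FBD, 10 that were lower and 2 that changed less. With a pseudocount of 1 these numbers were 47, 10 and 9, and after division by the median ratio 37, 14 and 15. Compared with the mean of the other 5 stages, 49 were 20-fold or more lower in FBD and 10 were 20-fold or more higher. From YA to SFS, where the change was smaller, 4 of the 66 rose 2-fold or more and 23 fell. These numbers were 5 and 12 after division by the median ratio and 11 and 9 after division by the summed actin FPKM, alternatives chosen after the values were seen. From the detection of these TFs in both data sets and their homology to TFs with reported functions in flowering, the paper proposes that they regulate flowering through light, temperature, hormone and age pathways (Figure 6).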

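Among the FAR1 TFs of Figure 4b, CL7813.Contig4 had an FPKM of 0.20 in FBD and 12.6 in YA, Unigene27591 0.06 and 8.61, and CL21065.Contig1 0.06 and 3.21. CL9174.Contig2 and CL21180.Contig1 were listed at 0 in FBD and reached 0.41 and 0.17 in YA, and their highest values in any stage were 2.58 in VCA and 2.44 in SFS. The remaining members, CL5800.Contig4, CL22672.Contig1 and CL22944.Contig3, had an FPKM of 17.3, 9.64 and 16.9 in FBD, and all were listed at 0 in YA. By a 2-fold ratio, 5 were thus higher and 3 lower in YA than in FBD. After division by the median ratio, a shift common to all unigenes, 1 was higher, 3 were lower and 4 lay in between.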

Of the eight TFs identified that belong to the FAR1 family of TFs, three genes were up-regulated, and three genes were down-regulated (Figure 4b). In Arabidopsis, FAR1 is reported to interact with the phytochrome A signaling component PHY3, while phytochrome A is the primary photoreceptor regulating photoperiod pathway [29]. The four TFs belonging to the PHD family of TFs (three up-regulated and one down-regulated), and four B3 TFs (one up-regulated) were also identified (Figure 4c). 

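The PHD members Unigene27250, Unigene27263 and CL21157.Contig1, all named ALFIN-LIKE, had an FPKM of 0.26, 0.25 and 0.25 in the FBD library, whose origin is open. They had 87.6, 29.6 and 22.2 in YA. CL6028.Contig6, also ALFIN-LIKE, was at 26.9 in FBD and listed at 0 in every other stage. Of the B3 members, Unigene924 rose from 0.42 to 44.8 and Unigene30299 from a listed 0 to 10.2. CL5921.Contig3 and CL3057.Contig3 rose from a listed 0 to only 0.86 and 0.62. All 4 B3 TFs passed a 2-fold ratio with a pseudocount of 0.1, and 2 of them with a pseudocount of 1. After division by the median ratio, 1 of the 4 PHD TFs was 2-fold or more higher in YA than in FBD, 1 was lower and 2 lay in between, and 3 of the 4 B3 TFs were higher. From YA to SFS, 3 of the 4 B3 TFs fell 2-fold or more, whereas 2 fell and 1 rose after division by the median ratio or by the actin sum.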

VRN2 and VIN3, which are involved in the vernalization pathway of flowering, belong to the PHD and B3 families of TFs, respectively [16,30]. 

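The SCL members CL2821.Contig1, CL14811.Contig1 and CL5861.Contig4 were all 2-fold or more higher in YA than in FBD, with log2 ratios from 6.19 to 6.64, and all 3 fell 2-fold or more from YA to SFS. Only 1 of the 3 did so after rescaling to the same total, division by the median ratio or division by the actin sum. After division by the median ratio, 2 of the 3 were higher in YA by 2-fold. Of the SWI/SNF members, Unigene10552 was listed at 0 in FBD and had an FPKM of 7.79 in YA, and CL29236.Contig8 was above 0 only in EFS, at 1.46. The ARF CL12788.Contig5 had 0.40 in FBD and 10.1 in YA, and its highest FPKM, 49.4, was in VCA. Division by the median ratio places it 2-fold or more lower in YA. This comes from a common shift that the total FPKM and the actin sum do not show. Of the 4 ERF TFs, 2 were higher and 2 lower in YA than in FBD, and with a pseudocount of 1 none was higher by 2-fold. CL25724.Contig1 was listed at 0 in FBD, had 0.15 in YA and rose to 12.2 in SFS. CL2971.Contig3 was listed at 0 in FBD, had 0.99 in YA and was highest in FBS, at 5.31, while CL20171.Contig1 and CL19727.Contig3 had 4.94 and 8.09 in FBD and were listed at 0 in YA.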

The three TFs belonging to the SCL family (two up-regulated), two SWI/SNF TFs (one up-regulated), one up-regulated ARF TF, and four ERF TFs were also identified (Figure 4d). SCL and SWI/SNF are known to be involved in GA signaling [31,32], while ARF and ERF are involved in auxin and ethylene responses, respectively [33,34]. Homologs of one SPL TF and three TCP (two up-regulated) TFs were also detected in the present study (Figure 4e,f). 

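The SPL member and 2 of the 3 TCP members had a higher FPKM in YA than in FBD by 2-fold or more, and the third TCP member was lower. The log2 ratio of YA to FBD was 5.06 for the SPL TF and ranged from -5.39 to 7.39 among the TCP TFs. After division by the median ratio the numbers higher and lower were the same.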

SPL is a key regulator involved in the age pathway [18], and TCP is reported to be involved in the regulation of flowering by regulating the expression of SOC and CO [35,36]. Furthermore, 21 ZFP, four MYB, four WRKY, and five bHLH TFs were identified (Figure 4g). These four types of TFs have been reported to play a role in flowering by regulating the expression of flowering genes [37,38,39,40]. 

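Of the 21 ZFP TFs, 18 were 2-fold or more higher in YA than in FBD, 2 were lower and 1 changed less, and their median FPKM was 0.04 in FBD, 5.74 in YA and 3.31 in SFS. Of the 4 MYB TFs, 3 were higher and 1 was lower in YA. Figure 4g lists 3 WRKY TFs, Unigene8129, CL27218.Contig2 and CL6705.Contig1, all higher in YA, with a median FPKM of 15.3 in YA and 7.77 in SFS. All 5 bHLH TFs were higher in YA than in FBD, and 3 of them after division by the median ratio, with the others within 2-fold. That scaling gave 14 ZFP TFs higher and 5 lower, 3 MYB TFs higher and 1 lower, and 2 WRKY TFs higher with the other within 2-fold. Between YA and SFS, 8 ZFP TFs fell 2-fold or more and 1 rose, compared with 4 and 1 after division by the median ratio and 4 and 3 after division by the actin sum.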

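The 3 MADS-box unigenes of Figure 4h had their lowest FPKM in FBD. Unigene7086 had an FPKM of 0.56 in FBD, 180.3 in YA, 271 in VCA, 154 in EFS, 250.3 in FBS and 169.99 in SFS. CL28019.Contig1 had 0.49 in FBD, 116 in YA, 119 in VCA, 71.6 in EFS, 94.4 in FBS and 105 in SFS. CL7507.Contig2 was the highest of all 123 TFs, with 3.38 in FBD, 824 in YA, 794 in VCA, 684 in EFS, 702 in FBS and 479.95 in SFS. The values in FBD were 0.311%, 0.423% and 0.410% of those in YA. The log2 ratio of FBD to YA was -8.33, -7.89 and -7.93, and after division by the median ratio, which moved it most, -1.69, -1.25 and -1.29. Of the 1130 unigenes with a mean FPKM of at least 100 in the other 5 stages, 1124 (99.5%) were likewise 20-fold or more lower in FBD. Other unigenes with floral MADS-box names in Nr were present in FBD. Of these, 17 were 20-fold or more higher in FBD than in the mean of the other stages and summed to an FPKM of 607 there, whereas all floral MADS-box names summed to 1533 in YA. From YA to SFS the log2 ratio was -0.09 for Unigene7086, -0.14 for CL28019.Contig1 and -0.78 for CL7507.Contig2. When each library was divided by its summed FPKM of actin unigenes, all 3 turned to higher values in SFS, at 0.88, 0.82 and 0.18. SFS was then the highest of the 6 stages for all 3, at 26.6%, 16.4% and 75.1% of the actin sum, and FBS followed at 25.99%, 9.81% and 72.9%. After division by the median ratio, the first and second of them turned, at 0.29 and 0.24. These ratios follow the stage names of the deposited table and of Table S1. In Figure 5a to 5c, the FPKM printed under SFS match the FBS values given here, and those printed under FBS match the SFS values. From YA to FBS the log2 ratio was 0.47, -0.30 and -0.23, and after division by the actin sum 0.84, 0.074 and 0.14.

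**Figure D3:**
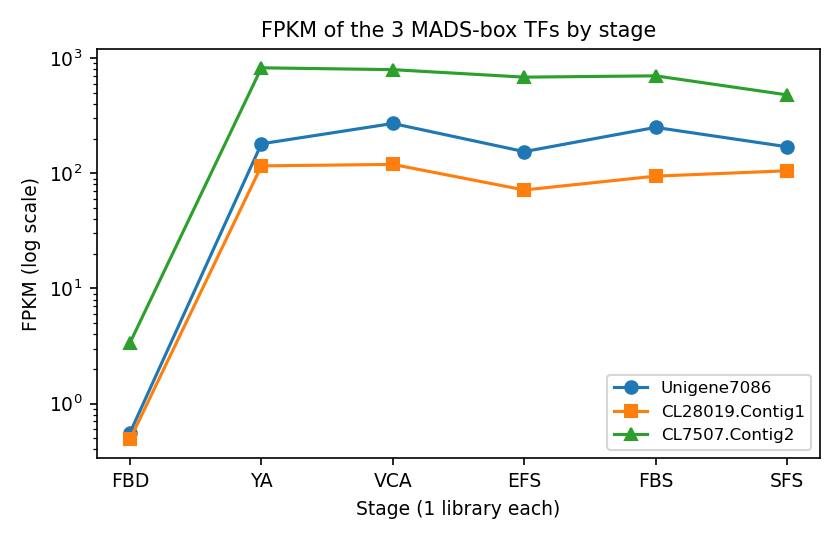
FPKM of the 3 MADS-box TFs (log axis) by stage on the x axis, in 1 library per stage, with a line per unigene and the stages named as in the deposited table. Each unigene lies below an FPKM of 5 in FBD and above 50 in the other 5 stages, and its order among these changes with the scaling.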

Finally, the present study identified three up-regulated MADS-box TFs (Figure 4h), as the MADS-box TF family plays a crucial role in controlling floral organogenesis and flowering time in plants [41].

### 3.6. Verification of Gene Expression of TFs Involved in Flowering

We used qPCR to investigate the expression of the TFs identified in the present study. qPCR showed that the three key MADS-box TFs (Unigen7086, CL28019.Contig1, and CL7507.Contig2) were differentially expressed across the six developmental stages of flowering, and also that the highest levels of expression were observed during the SFS stage (Figure 5a–c). In addition, we investigated the expression of 25 randomly selected TFs (three FAR1, three PHD, one B3, two SCL, one SWI/SNF, one ARF, one ERF, two ZFP, one MYB, three WRKY, and two TCP) in the YA, EFS, and SFS stages. 

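The RNA-seq values of the 25 TFs listed for qPCR in Table S2 are given for YA, EFS and SFS, and the qPCR values were not analysed here. The FPKM was highest in YA for 14 TFs, in EFS for 6 and in SFS for 5. From YA to SFS, 2 TFs rose 2-fold or more, 9 fell 2-fold or more and 14 changed less. Division by the actin sum gave 7 that rose and 3 that fell, and division by the median ratio, chosen after the values were seen, 2 and 3. CL25724.Contig1 (ethylene-responsive transcription factor ABR1) rose most, by a log2 ratio of 5.62, followed by CL8283.Contig3 (bHLH49), from an FPKM of 5.77 in YA to 25.8 in SFS. CL5861.Contig4 (scarecrow-like protein 1) fell most, from 9.36 in YA to 1.09 in EFS and 0.75 in SFS. CL22852.Contig1 (Myb-related protein 305) had the highest FPKM of the 25 TFs, with 130.01 in YA, 221 in EFS and 177 in SFS. From YA to EFS, 3 TFs rose 2-fold or more, namely CL25724.Contig1, CL8283.Contig3 and CL22853.Contig1, and 4 fell, namely CL21157.Contig1, CL5861.Contig4, Unigene10552 and CL6705.Contig1. These numbers were 2 and 4 after division by the actin sum and 2 and 3 after division by the median ratio. The qPCR assay used an actin reference gene, and the summed FPKM of the 24 actin unigenes was 1244 in YA, 1403 in EFS and 639 in SFS. After division by this sum, the value was highest in YA for 8 TFs, in EFS for 1 and in SFS for 16.

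**Figure D4:**
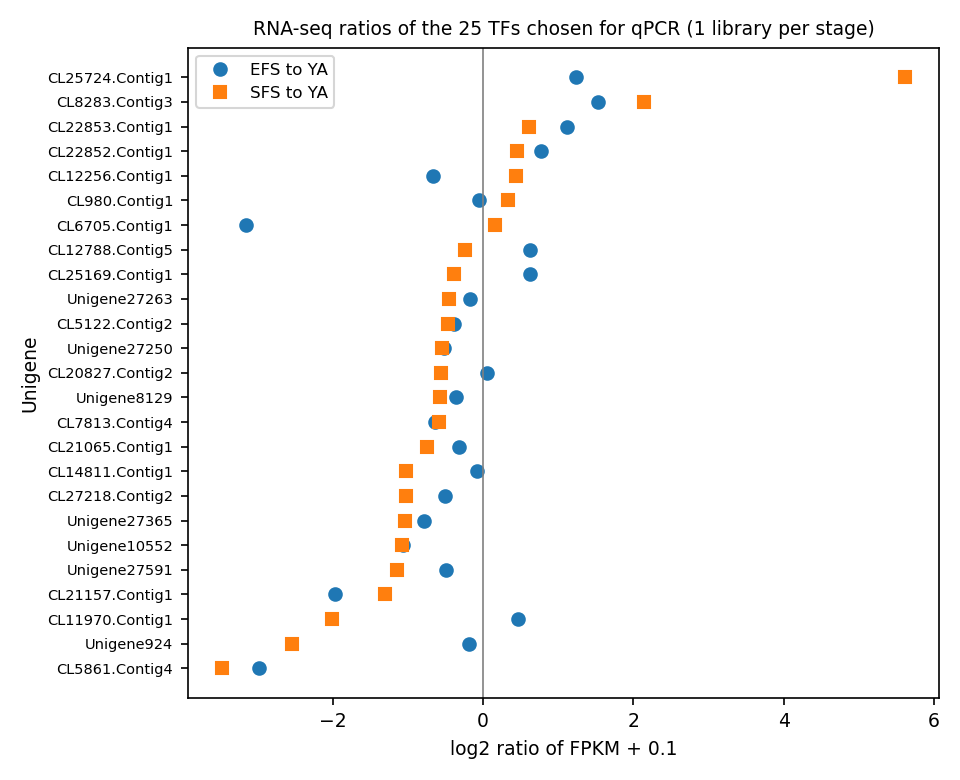
Log2 ratio of FPKM + 0.1 to YA (x axis) of the 25 TFs of Table S2 (y axis), with circles for EFS and squares for SFS, from 1 library per stage. As deposited, 18 of the squares lie left of 0, where SFS is lower than YA, and 7 lie right of it.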

Approximately 72% of the TFs were consistent between the qPCR and RNA-seq data (FPKM) (Figure 5d). In general, the qPCR results were consistent with the RNA-seq data, showing that our sequencing data are reliable.

## 4. Discussion

Currently, the transcriptome and proteome have been widely used to study the identification of regulatory genes specific to unique plant traits [42,43]. In our study, a total of 113,899 genes were assembled from the floral organs of *A. amurensis* by transcriptome sequencing, 46,458 of which were annotated in five public databases (Figure 1e). Using the transcriptomic data as a reference, 8427 proteins were identified in the floral organs of *A. amurensis* by sequencing the proteome (Table 2). As a complement to transcriptomic data, proteomic data improves the reliability of sequence identification and the functional annotation of genes. Although TFs are known to play a key role in the regulation of plant flowering, the identification of TFs using proteomic methods is generally limited, as the levels of protein expression of TFs are generally low. In the present study, a total of 123 TFs were identified by combining transcriptomic and proteomic techniques (Figure 4a), indicating that it is feasible to identify TFs in the proteome. Flowering regulation of *A. amurensis* under low temperature may be coregulated by several TFs. A combination of transcriptome and proteome analysis aids in quick and extensive identification of key flowering-related TFs in *A. amurensis*. Our study provides genetic information for the functional characterization of these TFs in the future.

Of all the identified TFs, 66 TFs belonging to 14 families may play a role in the regulation of flowering in *A. amurensis*. 

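In the deposited table no unigene carried the Swiss-Prot name CONSTANS itself, and 51 carried a CONSTANS-LIKE name. LHY was named for 12 unigenes and CCA1 for 3. Contigs of 1 gene count separately here. Of the 51 CONSTANS-LIKE unigenes, 22 were 20-fold or more higher in FBD than in the mean of the other stages and 24 were lower. Of the LHY unigenes, 2 were higher and 9 lower in FBD, and of the CCA1 unigenes, 2 were higher and 1 was lower.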

FAR1 is known to be involved in the regulation of phytochrome signaling, while 10 CO, five LHY, and one CCA1 TFs were identified from the transcriptome in the present study. Together with FAR1, they may be involved in the photoperiod and circadian clock pathway in flowering of *A. amurensis*. 

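For each unigene the highest FPKM over the 6 stages was taken. Its median was 8.58 for CONSTANS-LIKE unigenes (1.37 to 182), 7.40 for LHY (1.23 to 33.3) and 3.67 for CCA1 (2.18 to 19.8). For the 123 TFs found in the proteome it was 14.9, with a range of 0.86 to 824. Of the 51 CONSTANS-LIKE unigenes, 19 exceeded that median, as did 4 LHY and 1 CCA1 unigenes. Among the 123 TFs, 35.0% had a highest FPKM below the CONSTANS-LIKE median, 29.3% below the LHY median and 14.6% below the CCA1 median. Over YA, EFS and SFS, the stages of the proteome, the medians were 2.04, 4.22 and 0 (a listed 0 for CCA1), compared with 10.8 for the 123 TFs. Of the 3 CCA1 unigenes, 2 were 20-fold or more higher in FBD, a library of open origin, which sets this median. The remaining CCA1 unigene reached 19.8 in YA, above 10.8. The CONSTANS-LIKE and LHY medians also include unigenes that were 20-fold or more higher in FBD.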

CO, LHY, and CCA1 may not be detected in the proteome owing to their low expression levels. The VINs and VRNs involved in the vernalization pathway of Arabidopsis belong to the PHD and B3 families of TFs, respectively. 

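The Swiss-Prot match of Unigene30299 in the deposited table is the B3 domain-containing protein REM16. Its FPKM was 9.20 in VCA, 1.90 in EFS, 0.21 in FBS and 0.83 in SFS, so that it was at its highest in YA and VCA. The Swiss-Prot name VRN1 was carried by 41 other unigenes, 20 of which were 20-fold or more higher in FBD and 4 lower.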

B3 (Unigene30299) is highly homologous to Arabidopsis VRN1, which plays multiple roles in vernalization and flowering time control [28]. GA act as endogenous signaling molecules to regulate flowering in plants. SCL and SWI/SNF are known to be involved in the GA response, while ARF and ERF have been shown to be involved in auxin and ethylene signaling, respectively. Auxin and ethylene may act synergistically or antagonistically with GA in the regulation of flowering [31,32,33,34]. One SPL identified in the present study (CL25169.Contig1) may be a key regulator of the age pathway in *A. amurensis*. 

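CL25169.Contig1, which the deposited table names squamosa promoter-binding-like protein 1 by Swiss-Prot, was listed at 0 in FBD. It had an FPKM of 3.24 in YA, 4.30 in VCA, 5.04 in EFS, 2.89 in FBS and 2.46 in SFS.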

The amino acid sequences of CL25169.Contig1 were 25.9% identical with Arabidopsis SPL12. Three TCP TFs, annotated as TCP4 (CL11970.Contig1), TCP5 (CL22853.Contig1), and TCP11 (Unigene115587), were identified in the present study. 

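CL11970.Contig1 (TCP4) had an FPKM of 0.04 in FBD, 23.3 in YA, 63.1 in VCA, 32.1 in EFS, 8.63 in FBS and 5.69 in SFS. CL22853.Contig1 (TCP5) was listed at 0 in FBD and had 12.9 in YA, 13.4 in VCA, 28.1 in EFS, 32.8 in FBS and 19.7 in SFS. Unigene115587 (TCP11) had 4.08 in FBD and was listed at 0 in the other 5 stages. The Swiss-Prot names in the deposited table are the same.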

In Arabidopsis, TCP4 and TCP5 have been reported to be involved in the development of petals [44,45]. The amino acid sequences of CL11970.Contig1 and CL22853.Contig1 were 50.6% and 20.6% identical with Arabidopsis TCP4 and TCP5, respectively. Four families of TFs, ZFP, MYB, WRKY, and bHLH, have been reported to be involved in the regulation of flowering in several plant species. The CCCH-type ZFP (EHD4) from *Oryza sativa* plays an essential role in the photoperiodic control of flowering time [46], while Arabidopsis C2H2-type ZFP (SUF4) represses flowering via the transcriptional activation of FLC [37]. Expression of the CCCH-type ZFP gene *MsZFN* from *Medicago sativa* delays flowering time in transgenic Arabidopsis [47]. In the present study, 21 ZFPs were identified, including 10 CCCH-type (CL20827.Contig2, Unigene7211, CL2463.Contig1, Unigene27365, CL14833.Contig2, CL21509.Contig1, CL22013.Contig6, CL22013.Contig4, CL13925.Contig1, and CL1515.Contig2) and one C2H2-type ZFP (CL11987. Contig3). 

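Whether the FBD library is from A. amurensis is open, so a difference from FBD is not shown to be a change between stages. The 10 CCCH-type ZFPs named in the paper had a median FPKM of 0.035 in FBD, 15.0 in YA and 8.67 in SFS. From FBD to YA, 9 of them rose 2-fold or more, and 7 after division by the median ratio. The exception was CL2463.Contig1, with 7.03 in FBD and a listed 0 in each other stage. The highest value was that of CL21509.Contig1, 92.2 in YA, which fell to 17.4 in SFS, and Unigene27365 followed with 64.8 in YA and 31.4 in SFS. CL22013.Contig6 and CL22013.Contig4 are contigs of 1 cluster, so the FPKM of each is uncertain. By Swiss-Prot name, 19 of the 21 ZFPs are CCCH proteins. Of the other 9, 7 rose 2-fold or more from FBD to YA, CL25262.Contig2 fell from 39.8 to a listed 0, and Unigene36682 changed by less than 2-fold. Of these 9, 6 were higher and 3 lower in YA after division by the median ratio. CL13925.Contig1 had its highest FPKM, 28.9, in EFS. The C2H2-type CL11987.Contig3 was listed at 0 in FBD and had 8.90 in YA, 11.6 in VCA, 10.8 in EFS, 6.43 in FBS and 9.31 in SFS.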

The amino acid sequences of CL13925.Contig1 were 40.4% identical with MsZFN. In Arabidopsis, some members of the MYB, WRKY, and bHLH families, such as EARLY FLOWERING MYB PROTEIN (EFM) and FLOWERING LOCUS E (FE) from the MYB family; WRKY12, 13, 71, and 75; and bHLH48 and 60, have been reported to regulate flowering by affecting FT transcription [38,39,40,48]. In our study, four MYB, three WRKY, and five bHLH TFs were identified. 

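In the deposited table, Unigene7086 has its best Swiss-Prot match in rice MADS-box transcription factor 6 and its best Nr match in an AGAMOUS-like 6 protein of Nigella damascena. CL28019.Contig1 matches petunia FBP2, an AGL9 homolog, and a SEPALLATA 3-like protein of Nigella damascena. CL7507.Contig2 matches petunia PMADS 2 and a PISTILLATA-like protein of Adonis vernalis. The highest FPKM of the former pair was in VCA and that of CL7507.Contig2 in YA.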

Finally, three up-regulated MADS-box TFs (Unigen7086, CL28019.Contig1, and CL7507.Contig2) were identified, which were homologous to pistillata (PI), sepallata 3 (SEP3), and agamous-like 6 (AGL6) from the Arabidopsis MADS family, respectively. It has been shown that PI, SEP3, and AGL6 play key roles in the regulation of floral organ development and flowering time [41,49].

## 5. Conclusions

In conclusion, we used RNA-seq and iTRAQ to identify a large number of TFs, which may be involved in different regulatory pathways of *A. amurensis* flowering, including temperature, age, light, hormones, or other pathways (Figure 6). The identification and functional characterization of key regulatory TFs involved in these pathways may be helpful to reveal the genetic regulatory mechanisms that govern flowering in *A. amurensis* under low temperature conditions. However, the functions of these TFs require further characterization.

## Figures and Tables

**Figure 1:**
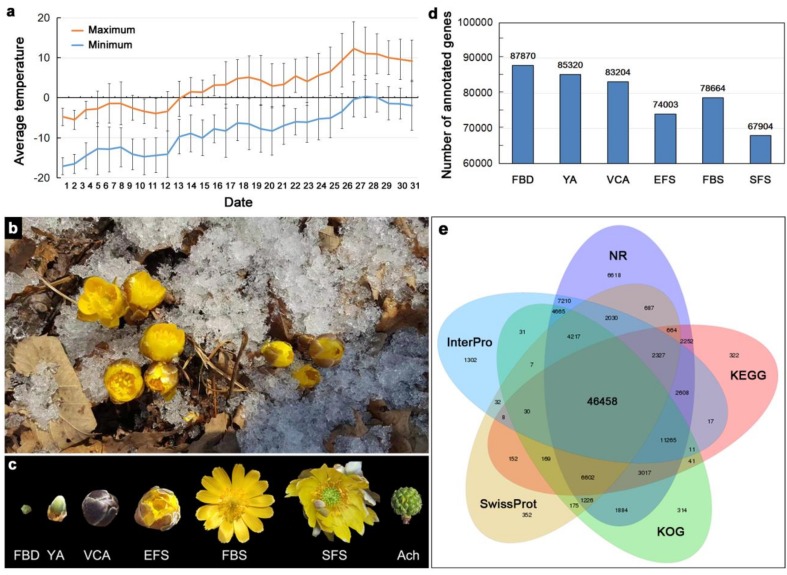
Identification of transcripts in the floral organs of *A. amurensis* at different developmental stages of flowering. (**a**) The mean maximum and minimum temperatures during March in northeastern China in the past 8 years. Error bars indicate SD. (**b**) *A. amurensis* within its range of distribution in northeast China. (**c**) The six stages of floral development in *A. amurensis*. FBD: flower bud differentiation; YA: young alabastrum; VCA: visible color alabastrum; EFS: early flowering stage; FBS: full bloom stage; SFS: senescing flower stage. Ach: achene. (**d**) Number of annotated genes identified in the six floral development stages. (**e**) Venn diagram showing the number of functional annotations for all of the unigenes compared against public databases (NR, KEGG, KOG, Swiss-Prot, and InterPro).

**Figure 2:**
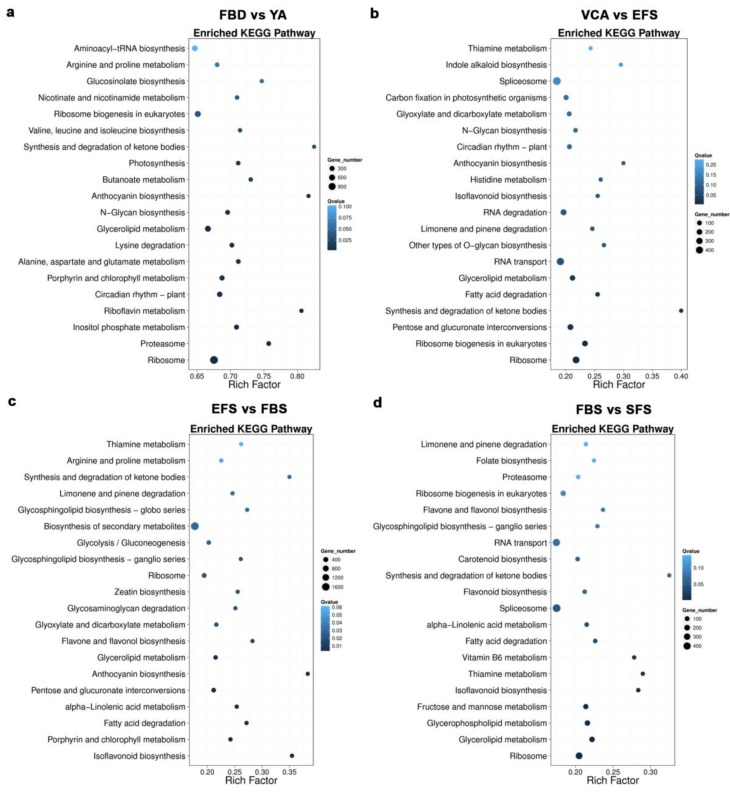
Scatterplot of KEGG pathways enriched for differentially expressed genes (DEGs) in (**a**) FBD vs. YA, (**b**) VCA vs. EFS, (**c**) EFS vs. FBS, and (**d**) FBS vs. SFS in *A. amurensis*. The rich factor is the ratio of the number of DEGs annotated in a given pathway to the number of all genes annotated in the pathway, in which a greater rich factor indicates a greater degree of pathway enrichment. The *Q*-value is the corrected *p*-value and ranges from 0 to 1, where a lower *Q*-value indicates greater intensity. The size of the circles indicates the number of genes in a given pathway. The top 20 enriched pathway terms in the KEGG database are listed.

**Figure 3:**
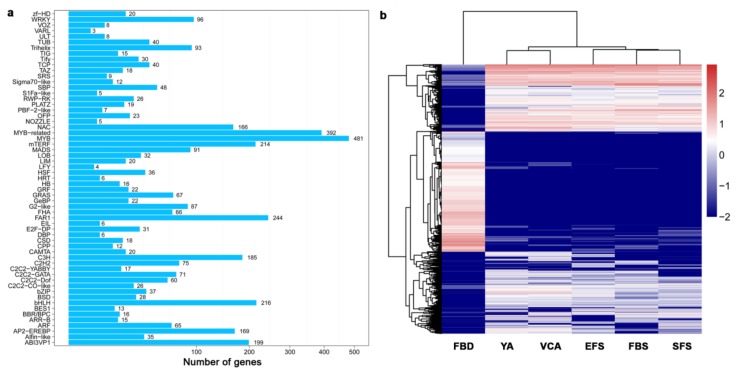
Expression-pattern clustering of transcription factors (TFs) in six floral developmental stages of *A. amurensis*. (**a**) The present study identified 3216 TFs that were classified into 59 categories. (**b**) Expression-pattern clustering of 3216 TFs in floral organs at six developmental stages. The levels of expression of each gene (log2 FPKM) during FBD, YA, VCA, EFS, FBS, and SFS are indicated by red/blue rectangles, where red rectangles represent the up-regulation of genes, while blue rectangles represent down-regulation.

**Figure 4:**
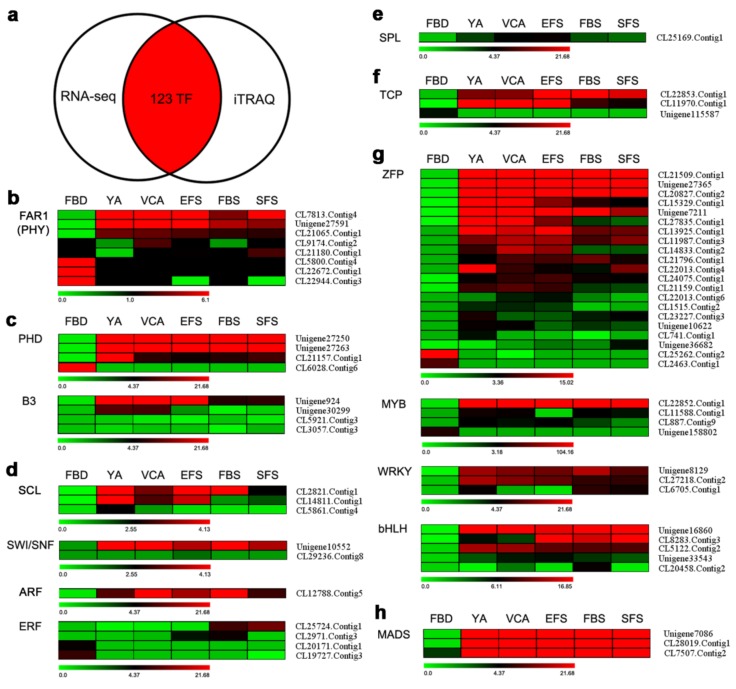
The identification of key transcription factors (TFs) related to flowering via a combination of RNA-seq transcriptomics and iTRAQ proteomics in *A. amurensis*. (**a**) Venn diagram showing the number of TFs that appear in both the RNA-seq transcriptome and the iTRAQ proteomic data. (**b**–**h**) Heatmaps of 66 TFs in flower tissues at six developmental stages. The 66 TFs are grouped into 14 main categories. The bars below each heatmap represent the scale of the expression levels of each gene (FPKM) in the FBD, YA, VCA, EFS, FBS, and SFS stages as indicated by red/green rectangles. Red rectangles represent the up-regulation of genes, while green rectangles represent down-regulation. Information for each gene listed can be found in Table S1.

**Figure 5:**
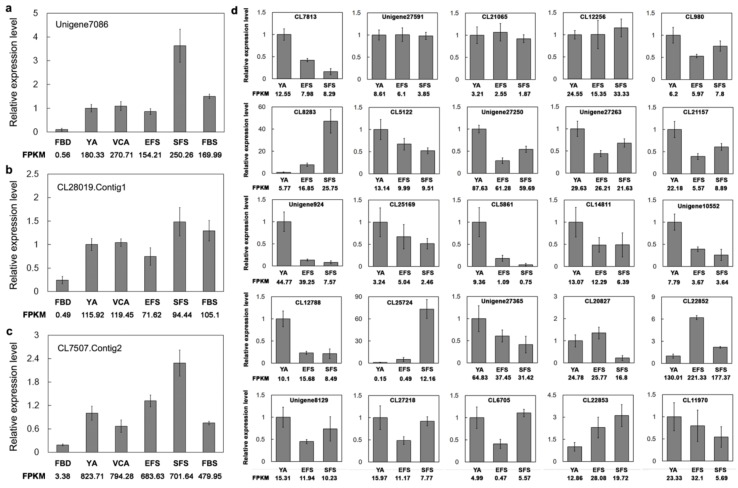
qPCR validation of the expression of key transcription factors (TFs) in *A. amurensis*. (**a**–**c**) The relative expression levels of three MADS TFs during the six developmental stages. (**d**) qPCR analysis of randomly selected 25 TFs. *AaActin* was used as an internal control, and the transcript level in the YA sample was set to 1.0. For each gene, three biological replicates and three technical replicates were performed for each experiment. Error bars indicate *SE*.

**Figure 6:**
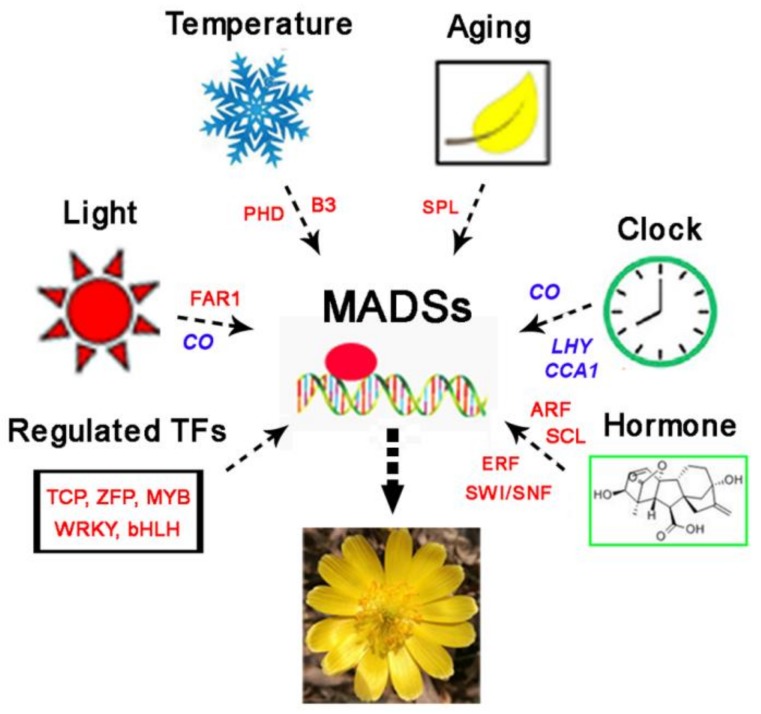
Hypothetical model of the regulation of flowering involving key transcriptional factors (TFs) in *A. amurensis*.

**Table 1:** Number of functional annotations for all unigenes in public databases.

Values	Nr	InterPro	KOG	KEGG	Swiss-Prot	Nt	GO	Overall
Number	103,730	82,218	80,112	75,943	65,136	63,978	39,219	113,899
Percentage	39.39%	31.22%	30.42%	28.84%	24.73%	24.29%	14.89%	43.25%

**Table 2:** Summary of protein identification data.

Total Spectra	Spectra	Unique Spectra	Peptide	Unique Peptide	Protein
368,236	83,842	68,563	41,938	36,250	8427

## Supplementary Materials

The following are available online at https://www.mdpi.com/2073-4425/10/4/305/s1, Figure S1: Gene ontology (GO) functional classification of genes. The results are summarized in three main categories: biological processes (brown), cellular components (blue), and molecular functions (green). The *x*-axis indicates the number of genes, Figure S2: Species distribution of the top BLAST hits, Figure S3: The number of up- or down-regulated genes in FBD vs. YA, YA vs. VCA, VCA vs. EFS, EFS vs. FBS, and FBS vs. SFS in *A. amurensis*. We used a false discovery rate of ≤0.001 and an absolute log2 ratio of ≥1 as the threshold to determine significant differences in gene expression, Figure S4: Gene ontology (GO) functional classification of proteins. The results are summarized under three main categories: biological processes (brown), cellular components (blue) and molecular functions (green). The *x*-axis indicates the number of proteins, Table S1: 123 key transcription factors were identified in *A. amurensis* by combining RNA-seq and iTRAQ, Table S2: List of qPCR primers.

## Abbreviations

FAR1	Far-red-impaired response 1
PHY3	Far-red elongated hypocotyls 3
PHD	Plant homeodomain
ABI3VP1	ABA-insensitive 3/viviparous 1
SCL	Scarecrow-like
SWI/SNF	Switch/sucrose nonfermentable
ARF	Auxin response factor
ERF	Ethylene response factor
TCP	Teosinte branched 1/cycloidea/pcf
ZFP	Zinc finger protein
bHLH	Basic helix-loop-helix
MADS	Mcm 1/agamous/deficiens/srf
mTERF	Mitochondrial transcription termination factor
AP2-EREBPs	Apetala2-ethylene-responsive element binding proteins
CCA1	Circadian clock associated 1
LHY	Late elongated hypocotyl
TOC1	Timing of cab expressin 1
FT	Flowering locus T
TSF	Twin sister of FT
FLC	Flowering locus C
CO	Constans
SOC1	Suppressor of overexpression of CO 1
VRN2	Vernalization 2
VIN3	Vernalization insensitive 3
SVP	Short vegetative phase
GA	Gibberellin
GA20ox	Gibberellin 20 oxidase
SPL	Squamosa promoter binding protein-like
FUL	Fruitfull
PEP1	Perpetual flowering 1

How the deposited data were processed for this re-analysis (not part of the article)

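The floral organs of A. amurensis were sequenced at 6 stages with 1 library per stage: flower bud differentiation (FBD), young alabastrum (YA), visible color alabastrum (VCA), early flowering (EFS), full bloom (FBS) and senescing flower (SFS). The authors isolated total RNA with TRIzol, sequenced paired-end reads on the Illumina platform, assembled them with Trinity without a reference genome, clustered the contigs into unigenes and matched the unigenes to Nr, Nt, Swiss-Prot, KEGG, KOG, InterPro and GO. The deposited values are FPKM, which the authors calculated with RSEM and gave to 2 decimals for each unigene and library. The versions of Trinity and RSEM, the reads per library and the trimming of the reads are not given in the sources used here. The deposited table already includes the correction for unigene length and mapped reads, and holds no read counts.

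The table holds 190355 unigenes, each above 0 in at least 1 library. This is 72.3% of the number that the paper's Table 1 makes, where 113899 annotated unigenes are 43.25% of all, and the other unigenes were not analysed here. Every FPKM column was matched to its library by the stage in its name, and no column was left without a sample. The read number behind an FPKM is unknown. Relative depth was estimated from unigenes with an FPKM from 0.2 to 2 in both libraries of a pair, as the position of the peak in their log2 ratios (width to either side 0.02 log2, searched within 0.55 log2 of equal values). The depth relative to YA was between 0.805 in FBD and 1.15 in EFS.

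From the FPKM, ratios were calculated as log2(FPKM + 0.1) over unigenes with an FPKM of at least 1 in either library, and a unigene counted as changed at a ratio of 2-fold or more (a log2 ratio of 1). The authors used the same ratio together with an FDR, for which the methods and the legend of Figure S3 state different thresholds. No FDR or p-value was calculated here, because no stage has a replicate and unigenes are not replicates. TF families, housekeeping genes and flowering genes were taken from Swiss-Prot names by lists written before the data were examined, as were the main settings, the alternatives and the rule for naming unigenes. Pathway members were taken from KEGG orthology names. Shares of unigenes are given with 95% Wilson intervals, which cover counting error only.

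The unigenes named in the text are those the paper names, those of Table S2, the members of Table S1 that Figure 4 lists, the unigene with the highest FPKM in each stage, the flowering genes of the paper's introduction as counts and medians, and in each consecutive pair of stages the 2 unigenes that rose most and the 2 that fell most among those with a Swiss-Prot name and an FPKM of at least 50 in the higher library. The values of Table S1 and Figure 5 had been seen when this rule was written.

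Libraries were compared by Pearson correlation across unigenes and by hierarchical clustering (1 minus r, average linkage). A unigene was placed on the FBD side or on the side of the other 5 stages when its FPKM differed 20-fold or more between FBD and the mean of the other 5, with at least 1 on the higher side. The median ratio of the 123 TFs was set beside those of 10000 random lists matched in 20 bins of mean log2 FPKM, which describes these libraries only. Dixon's test at the 95% critical value for 6 libraries was used to find libraries far from the others. Alternatives were another pseudocount (1, and for ratios also 0.01), another low-value filter (none and 5), rescaling to the same total, division by the median ratio to the geometric mean, division by the summed actin FPKM, Spearman correlation, complete linkage and other thresholds between the sides. The steps were tested on simulated data. With both libraries of a pair simulated from YA values of at least 5, 100 of 100 raised unigenes were counted among 20228. No FBD values and no values near 0 were part of this simulation, so it does not test the comparison of FBD with YA itself.

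The calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The proteome, the qPCR values, the paper's list of TFs and the KEGG pathway maps were not analysed here, and no reference genome was used. Unigenes are named by their identifiers in the table and by the names of their best matches in other species.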

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

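Tests chosen only after the result was seen are those on housekeeping genes, depth, the scale of the FPKM, a batch shared with EFS, a mixture, a different genotype, a plant outside the Ranunculaceae, green tissue and reads carried over between libraries, and the correlations of summed FPKM. The tests on the 10 highest unigenes, on the Papaveraceae and on conserved genes were set before their results were seen.

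The FBD library stood far from the other 5 in its mean correlation with them. This was -0.394 over all unigenes, -0.636 over the TFs by Swiss-Prot name and -0.316 over the 123 TFs of Table S1. It was 0.678 after summing the FPKM per KEGG orthology group and 0.401 after summing per Arabidopsis locus. In Dixon's test, the gap from FBD to the nearest library divided by the whole range was 0.968, 0.980, 0.960, 0.810 and 0.930, above the 95% critical value for 6 libraries. Of 10 measures tested these 5 gave such a gap, all in FBD, while chance gives about 1 in 20. The 5 measures share the same libraries and are not independent. Total FPKM, unigenes detected, annotated share, relative depth and the share of the 10 highest unigenes gave none.

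The pattern behind these values is that FBD and the other 5 libraries have nearly separate sets of unigenes. Unigenes on the FBD side held 98.4% of the FPKM of FBD and from 0.0591% to 0.0692% of that of the other libraries. Both sets hold much the same kinds of genes. Of 9814 Arabidopsis loci matched by unigenes of the FBD side, 7891 (80.4%) were also matched by unigenes of the other side.

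Several explanations are argued against by the tables. A developmental change of gene use as the whole cause would leave the genes every cell uses within 20-fold, whereas 97.4% of expressed housekeeping unigenes lay past 20-fold on either side. A lower depth would remove mainly low unigenes, whereas 99.5% of the unigenes with a mean FPKM of at least 100 elsewhere were 20-fold or more lower in FBD. The depth of FBD was estimated at 0.805 times that of YA, from a peak with 87 unigenes within 0.2 log2, 25.3% of them within 0.02 log2. Since the peak was searched only within 0.55 log2 of equal values, this estimate could not show a much lower depth. It is therefore not evidence against one. No single factor on the FBD values brought more than 11.5% of expressed unigenes within 20-fold. The 10 highest unigenes took 2.48% of the FBD total, the lowest share of the 6 libraries. A batch shared with EFS, with which FBD shares a sharp peak of low FPKM ratios, would bring these libraries together, but they correlated at -0.386, while EFS correlated with the remaining libraries at a mean of 0.701. A mixture with a sizeable part of RNA of A. amurensis would bring its unigenes within 20-fold, between the sides. The unigenes in between held 0.499% of the FBD total. Those of the other side held 0.390%, which cannot decide this, because their 20-fold definition keeps that share low. A different genotype of A. amurensis would place contigs of both sides in the same sequence clusters, but only 8.79% of 16533 clusters held both. A larger share of green tissue would raise photosynthesis genes in FBD, but their summed FPKM was 0.331 times that of the highest other library and the lowest of the 6.

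What stays open is RNA of another plant in the library listed as FBD. If it came from outside the Ranunculaceae, the family of Adonis, best matches in that family would lie on the side of the other 5 libraries. Only 11.2% of such Nr matches (45 on the FBD side and 358 on the other; 95% Wilson interval 8.45 to 14.6%) were on the FBD side, compared with 48.1% of all Nr matches. In Nt the share was 10.8%, and of the matches in Adonis itself 1 was on the FBD side and 32 on the other in Nr, and 5 and 79 in Nt. Best matches in Papaver were seen on the FBD side (87 compared with 3), and a test in the other genera of the Papaveraceae then gave 83.9% on the FBD side (73 compared with 14; 74.8 to 90.2%), and 85.9% in Nt. Matches in the Berberidaceae were at 47.8% in Nr (44 compared with 48; 37.9 to 57.9%). In Nt they were at 34.1% (14 compared with 27; 21.6 to 49.5%), where all Nt matches were at 49.1%. These values are consistent with RNA of a plant of or near the Papaveraceae, as a hypothesis found and tested on the same data. The number of sequences each family has in the databases was not taken into account, and the table cannot tell at which step such RNA would have entered. A mislabelled sample and a foreign library would give the same values. A developmental difference of FBD from the later stages, beside such a cause, stays open and untested, because FBD has no other library.

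If the FBD library is not from A. amurensis, the low values of the other side in FBD need a source. Unigenes with a mean FPKM of 50 or more in the other 5 libraries had a median of 0.415% of it in FBD. Reads carried over between libraries sequenced together would give the same ratio at every level, and the medians at 4 levels of FPKM were 0.402%, 0.420%, 0.432% and 0.452%, a highest over lowest ratio of 1.12. Conserved genes of another plant matched to these unigenes would raise the ratio of housekeeping unigenes several-fold above that of unigenes without annotation, but it was 0.419% compared with 0.373%, again a ratio of 1.12. Carried-over reads are therefore a candidate explanation. In the reverse direction, FBD would be the only source of such reads, while in FBD all 5 other libraries would be. Unigenes of the FBD side with an FPKM of at least 100 in FBD summed in each other library to 0.0673% to 0.0793% of their sum in FBD. Those of the other side with a mean of at least 100 summed in FBD to 0.0915% of their sum over the 5 libraries. The reverse medians were 0.0373% to 0.0553%, with 30.9% to 36.7% of the values listed at 0, and the forward median was 0.0845%, with 3.47% at 0.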

How the results depend on the processing

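The sums per KEGG orthology group and per Arabidopsis locus, both scalings of the 123 TFs, the count with or without annotation, the filter applied before the division by the median ratio, all alternatives for the 66 TFs of Figure 4 from YA to EFS and SFS, those for the 25 TFs listed for qPCR other than rescaling and actin, the InterPro search for mTERF and the CONSTANS-LIKE names were tests chosen only after the results were seen. The other alternatives were set before the data were examined. In all, 88 results were compared with their alternatives in 414 comparisons. The value kept its sign and moved by less than its interval, or by less than 1.5 times for a count, in 229 of them, moved further in 176 and changed its sign in 9, which are 2 mean correlations of FBD and 7 log2 ratios of MADS-box TFs. A share of family members that crossed 50% does not count as a change of sign. Such shares were those of MYB, bHLH, AP2-EREBP, NAC and MADS-box after division by the median ratio, of MYB, bHLH and AP2-EREBP at an FPKM of 5, of FAR1, WRKY and C3H without the low-value filter, and of WRKY after rescaling. The share of all annotated unigenes crossed 50% as well at an FPKM of 5 and after division by the median ratio. A value with no interval, such as a log2 ratio, counts as moved when it changed at 2 decimals. No paired analysis was possible because the stages have 1 library each, so that any stages compared share fewer than 2 replicate numbers. The cause of the changes was not tested except where the construction of an alternative gives it. FBD joined the other 5 libraries last with a pseudocount of 1, by Spearman correlation, at an FPKM of 5, without a low-value filter and with complete linkage, over all unigenes, over the TFs and over the 123 TFs.

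At an FPKM of at least 1 in place of above 0, which can only lower a count, the unigenes detected numbered 53008 in YA, 51821 in VCA, 46611 in EFS, 47591 in FBS and 43755 in SFS, and the annotated unigenes 33645 in EFS, 33407 in FBS and 31865 in SFS. When unigenes with or without annotation were counted, which can only raise a count, they numbered 84816 in YA, 82448 in VCA, 80367 in EFS, 79639 in FBS and 76367 in SFS. By InterPro domain 39 unigenes were mTERF, compared with 0 by Swiss-Prot name, and 51 carried a CONSTANS-LIKE name, compared with 0 named CONSTANS. At an FPKM of at least 0.1 all counts stayed within 1.5 times.

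Without the low-value filter, which can only add unigenes, the numbers past a 2-fold ratio were 79248 higher from FBD to YA, 32582 higher and 34828 lower from YA to VCA, 31561 higher from VCA to EFS, 33482 higher and 34320 lower from EFS to FBS and 29335 higher and 35859 lower from FBS to SFS. The share past 2-fold was then 35.3% from VCA to EFS, 45.1% from EFS to FBS and 25.5% from FBS to SFS of anthocyanin unigenes, 90.7% from FBD to YA, 39.2% from VCA to EFS, 36.9% from EFS to FBS and 39.7% from FBS to SFS of ribosomal protein unigenes and 88.4% from FBD to YA, 32.0% from VCA to EFS, 31.8% from EFS to FBS and 31.0% from FBS to SFS of all KEGG-annotated unigenes. The share of family members higher in FBD was 44.8% of FAR1, 40.9% of MYB, 37.7% of bHLH, 57.1% of ABI3VP1, 39.0% of AP2-EREBP and 38.8% of all annotated unigenes. The mean correlation of FBD with the others was -0.340 and that among the others 0.672.

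With a filter at an FPKM of 5, which removes unigenes, the numbers past a 2-fold ratio were 20139 higher and 20224 lower from FBD to YA, 5343 higher and 5274 lower from YA to VCA, 5023 higher and 7468 lower from VCA to EFS, 5343 higher and 5900 lower from EFS to FBS and 4987 higher and 5542 lower from FBS to SFS. The share past 2-fold was 45.1% from EFS to FBS and 50.6% from FBS to SFS of ribosomal protein unigenes and 99.96% from FBD to YA, 45.9% from VCA to EFS, 45.2% from EFS to FBS and 44.5% from FBS to SFS of all KEGG-annotated unigenes. The share of family members higher in FBD was 84% of FAR1, 56.9% of MYB, 56% of bHLH, 92.7% of ABI3VP1, 59.7% of AP2-EREBP, 63.7% of C3H, 81.8% of SBP and 51.1% of all annotated unigenes. The mean correlation of FBD with the others was -0.641 and that among the others 0.802. When only annotated unigenes were counted, the numbers past a 2-fold ratio were 10553 higher and 10669 lower from YA to VCA, 9917 higher and 13965 lower from VCA to EFS, 11138 higher and 11918 lower from EFS to FBS and 9950 higher and 11904 lower from FBS to SFS.

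Division by the median ratio can use only the unigenes above 0 in every library. Before the pseudocount is added, it shifts the log2 ratio of all unigenes alike, by -6.64 from FBD to YA. The total FPKM and the actin sum shift that pair by only 0.0062 and -0.047. A direction from FBD that turns under this division is therefore no evidence of a change. As for later pairs, the division by the median ratio is close to the deposited scale. The division shifts the log2 ratio of SFS to FBS by 0.19 and that of SFS to YA by 0.38. Other consecutive pairs were shifted by less than 0.1. The numbers past a 2-fold ratio were 25537 higher from FBD to YA, 11394 higher and 10634 lower from YA to VCA, 10288 higher and 13786 lower from VCA to EFS, 12124 higher and 11336 lower from EFS to FBS and 11187 lower from FBS to SFS, with 13078 higher in SFS in the last pair. The balance turned from FBS to SFS, where 53.9% of the changed unigenes were higher in SFS compared with 44.8%, and from YA to VCA, where 51.7% were higher in VCA compared with 48.6%. The low-value filter applies here to the divided values. When it was applied before the division, all counts stayed within 1.5 times of those without scaling, 44.7% were higher in YA from FBD to YA, and the balance turned neither from FBS to SFS (48.7% higher) nor from YA to VCA (49.4% higher). Pairs with a balance close to equal turned under other settings too. These were FBD to YA without the low-value filter, among annotated unigenes and after rescaling, EFS to FBS without the filter, at an FPKM of 5 and among annotated unigenes, and YA to VCA at an FPKM of 5. The share past 2-fold was 80.6% from FBD to YA of ketone body unigenes, 89.1% from FBD to YA of anthocyanin unigenes, 92.6% from FBD to YA, 49.4% from VCA to EFS, 47.1% from EFS to FBS and 49.6% from FBS to SFS of ribosomal protein unigenes and 92.1% from FBD to YA, 48.0% from VCA to EFS, 48.6% from EFS to FBS and 48.4% from FBS to SFS of all KEGG-annotated unigenes. The share of family members higher in FBD was 83.7% of FAR1, 63.5% of MYB, 59.6% of bHLH, 87.1% of ABI3VP1, 61.7% of AP2-EREBP, 59.6% of NAC, 67.05% of WRKY, 58.1% of MADS, 68.4% of C3H, 80.5% of SBP and 64.2% of all annotated unigenes. The median log2 ratio of YA to FBD of the 123 TFs was 1.24. For Unigene7086, CL28019.Contig1 and CL7507.Contig2 the log2 ratio of FBD to YA was -1.69, -1.25 and -1.29, that of SFS to YA 0.29, 0.24 and -0.40, and that of FBS to YA 0.66, -0.11 and -0.048. The ratio of SFS to YA of the first and second of these thus turned. Between YA and SFS, 12 of the 66 TFs of Figure 4 and 3 of the 25 TFs listed for qPCR fell 2-fold or more.

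Before the pseudocount is added, division by the summed FPKM of actin unigenes shifts the log2 ratio of EFS to VCA by -0.17, of FBS to EFS by 0.54, of SFS to FBS by 0.59 and of SFS to YA by 0.96. The log2 ratio of FBD to YA of Unigene7086, CL28019.Contig1 and CL7507.Contig2 was then -8.28, -7.84 and -7.88. The ratio of SFS to YA was 0.88, 0.82 and 0.18 and turned in all 3, and that of FBS to YA was 0.84, 0.074 and 0.14 and turned in CL28019.Contig1 and CL7507.Contig2. Of the 25 TFs listed for qPCR, 8 were highest in YA, 1 in EFS and 16 in SFS, and from YA to SFS 7 rose and 3 fell 2-fold or more. Of the 66 TFs of Figure 4, 11 rose and 9 fell. SFS was the highest stage for all 3 MADS-box TFs. The rises of the 3 MADS-box TFs from YA to SFS, calculated without a pseudocount, are smaller than this shift of 0.96.

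Rescaling to the same total in each library left the counts within 1.5 times. The share of all KEGG-annotated unigenes past 2-fold was 53.8% from VCA to EFS, 53.9% from EFS to FBS and 52.9% from FBS to SFS. The share of all annotated unigenes higher in FBD was 46.6%. The median log2 ratio of the 123 TFs was 6.14. The log2 ratio of FBD to YA was -8.34 for Unigene7086 and -7.94 for CL7507.Contig2. For Unigene7086, CL28019.Contig1 and CL7507.Contig2, the ratio of SFS to YA was -0.047, -0.10 and -0.74 and that of FBS to YA 0.51, -0.26 and -0.19.

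With a pseudocount of 1 the share past 2-fold was 48.1% from VCA to EFS, 44.4% from EFS to FBS and 47.5% from FBS to SFS of ribosomal protein unigenes and 99.6% from FBD to YA, 43.2% from VCA to EFS, 42.6% from EFS to FBS and 41.6% from FBS to SFS of all KEGG-annotated unigenes. The mean correlation of FBD with the others was -0.296 and that among the others 0.752. The median log2 ratio of YA to FBD of the 123 TFs was 3.18, and its percentile among matched lists 9.09. From YA to SFS, 15 of the 66 TFs of Figure 4 and 5 of the 25 TFs listed for qPCR fell 2-fold or more, and 5 of the 66 rose from YA to EFS. A larger pseudocount lowers every ratio by construction. With a pseudocount of 0.01 the share was 54.2% from VCA to EFS, 53.7% from EFS to FBS and 52.9% from FBS to SFS of all KEGG-annotated unigenes, and the median log2 ratio of the 123 TFs 7.40. Against the mean of YA, VCA, EFS, FBS and SFS in place of YA, this median was 5.79. In lists matched on the highest FPKM of the 6 libraries, the percentile of the 123 TFs was 0, so that no list had a lower median. These TFs were chosen in the paper by their proteins in YA, EFS and SFS, a choice that favours unigenes expressed there and that the random lists do not share.

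By Spearman correlation, the mean of FBD with the others was -0.384 and that among the others 0.621. After summing per KEGG orthology group the mean of FBD turned to 0.678, with 0.931 among the others, and per Arabidopsis locus to 0.401, with 0.908. For CONSTANS-LIKE, LHY, CCA1 and the 123 TFs, the median FPKM was 2.33, 2.62, 0.612 and 5.83 by the mean over the 6 stages, and 2.04, 4.22, 0 and 10.8 by the highest of YA, EFS and SFS. With a ratio of 10 in place of 20, 741 unigenes lay between the sides, and with a ratio of 100, 6088. At an FPKM of at least 10 on the higher side, 12157 unigenes were on the FBD side, 11578 on the other and 102 in between.

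The depth is known only as a ratio between libraries, from 0.805 in FBD to 1.15 in EFS relative to YA, so no counting error can be given for a single FPKM. With 1 library per stage, the spread between plants is unknown for each result.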

Differences from the paper's values

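The search of InterPro domains for mTERF, the CONSTANS-LIKE names, the filter applied before the division by the median ratio and the count of unigenes with or without annotation were tests chosen only after the results were seen. Of 51 values of the paper that could be set beside a value from the deposited table, 21 differed by more than 1.5 times. No replicate error was available on either side for these values.

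The paper gives 113899 annotated genes in all, which its discussion calls assembled genes, where the table holds 190355 unigenes, 100603 of them annotated. In its Table 1 this number is 43.25% of all unigenes, so the table used here, with 52.9% annotated, holds 72.3% of the paper's unigenes by number. The unigenes beyond the table were not analysed here, which limits each count below. It gives 87870 annotated genes in FBD, 85320 in YA, 83204 in VCA and 78664 in FBS, where the table gives 50429, 52420, 51524 and 50433 annotated unigenes above 0. Neither alternative set before the data were examined, an FPKM of at least 0.1 or of at least 1, comes within 1.5 times of the paper's values. Unigenes above 0 with or without an annotation number 72767, 84816, 82448 and 79639, which do so, but this count was chosen after seeing the values.

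For FBD and YA the paper gives 32545 down-regulated genes, where 52829 unigenes were 2-fold or more lower in YA. Among the alternatives set before the data were examined, the count of annotated unigenes only, 35731, falls within 1.5 times of the paper's value. Both other pseudocounts, both other filters, rescaling and division by the median ratio do not.

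For the 4 later pairs the upper end of the paper's range is 12000 genes in either direction. The table gave 21719 higher and 22997 lower from YA to VCA, 19048 and 26077 from VCA to EFS, 21613 and 21263 from EFS to FBS, and 18359 and 22598 from FBS to SFS. Division by the median ratio and the count of annotated unigenes only bring all 8 counts within 1.5 times of it. In the former, the low-value filter applies to FPKM divided by factors from 1.81 to 2.36 in these libraries. With the filter applied before that division, chosen after seeing the values, none of the 8 counts came within 1.5 times, and they ranged from 19041 to 24867. A pseudocount of 1 does so for the unigenes higher in EFS (16195), higher in FBS (17869), lower in FBS (17826) and higher in SFS (15470), but not for the others. A pseudocount of 0.01, both other filters and rescaling do not for any of the 8. The paper also applied an FDR, which was not calculated here.

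In Figure 3a the paper shows about 480 MYB genes, read by eye, where 198 unigenes carried a MYB name. It shows about 210 mTERF genes in Figure 3a, read by eye, where 0 unigenes carried the name in Swiss-Prot and 39 the InterPro domain, a search chosen after seeing the values that is still outside 1.5 times. It shows about 180 C3H genes in Figure 3a, read by eye, where 305 unigenes carried a CCCH zinc finger name. No alternative set before the data were examined applies to these 3 counts.

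The paper counts 10 CO, 5 LHY and 1 CCA1 TFs. By Swiss-Prot name the table holds 0 CO, 12 LHY and 3 CCA1 unigenes. With CONSTANS-LIKE names, counted after seeing the values, it holds 51, which also differs. No alternative set before the data were examined applies. The paper's TFs were classified by conserved domains.

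Of the FAR1 TFs of Figure 4b, 3 are up-regulated in the paper and 5 were 2-fold or more higher in YA than in FBD. A pseudocount of 1, set before the data were examined, gives 3. A pseudocount of 0.01, the mean of the other 5 stages and rescaling give 5, and division by the median ratio, which shifts all unigenes alike, gives 1. Of the B3 TFs of Figure 4c, 1 is up-regulated in the paper and 4 were higher in YA. A pseudocount of 1 gives 2, division by the median ratio 3, and a pseudocount of 0.01, the mean of the other 5 stages and rescaling 4, so that no alternative gives the paper's value. The paper's text does not name the pair of stages behind its directions.

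The paper states that MYB and bHLH members were mainly up-regulated in FBD, where 49.0% and 45.5% of the unigenes with these names were higher in FBD; division by the median ratio, set before the data were examined, gives 63.5% and 59.6%, and a filter at an FPKM of 5 gives 56.9% and 56.0%. Of all annotated unigenes, 64.2% and 51.1% were then higher in FBD, and the intervals of both families span these shares. The FAR1 share (60.9%, 54.6 to 66.98%) lay on the side the paper states. The interval of mTERF by InterPro domain (60.0%, 43.6 to 74.4%) spans equal shares. Most members of a family lay 20-fold or more to either side, in FAR1 142 on the FBD side and 86 on the other. Such shares therefore count members of nearly separate sets of unigenes and do not test up-regulation between stages. After division by the median ratio, mTERF stood at 71.0% (53.4 to 83.9%). That interval lies above equal shares but spans the 64.2% of all annotated unigenes. Under the other settings tried, the interval of mTERF spanned equal shares. The paper lists FAR1 among the families mainly up-regulated in the other 5 stages too, where 142 of 233 FAR1 unigenes were higher in FBD. Without the low-value filter 44.8% of FAR1 unigenes and 38.8% of all annotated unigenes were higher in FBD. The NAC share, 37.1% higher in FBD (28.8 to 46.1%), lay on the side the paper states, with the same limit. It stood at 59.6% after division by the median ratio, with 64.2% of all annotated unigenes. For MYB, bHLH and AP2-EREBP (49.3%) the interval spans equal shares, and AP2-EREBP stood at 61.7% after the same division.

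By qPCR the paper finds the highest expression of the 3 MADS-box TFs in SFS. Their FPKM was highest in VCA for Unigene7086 and CL28019.Contig1 and in YA for CL7507.Contig2. When the FPKM were divided by the actin sum, set before the data were examined, SFS was the highest of the 6 stages for all 3, as the paper finds, at log2 ratios to YA of 0.88, 0.82 and 0.18. FBS followed at 0.84, 0.074 and 0.14. The qPCR used AaActin as its internal control, whereas this sum is over 24 actin unigenes. Rescaling to the same total left the highest stages as they were. Division by the median ratio moved them to FBS, SFS and VCA. In Figure 5a to 5c the FPKM printed under SFS match the FBS values of the table and those printed under FBS its SFS values, whereas Table S1 names the stages as the table does. Whether the qPCR values belong to the stages printed with them is therefore open, and so is this comparison of the highest stage. The paper names Unigene7086, CL28019.Contig1 and CL7507.Contig2 as homologs of PI, SEP3 and AGL6 in that order. In the table the first matches an AGAMOUS-like 6 protein and the last a PISTILLATA-like protein, while CL28019.Contig1 matches a SEPALLATA 3-like protein as the paper states. The paper names Unigene30299 as a homolog of VRN1, and its best Swiss-Prot match in the table is REM16. Figure 4g lists 3 WRKY TFs, as does the discussion, where the results section gives a larger number.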

Other observations

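The tests on low FPKM values, on the peaks of low FPKM ratios and on unigenes close in all libraries were chosen only after the results were seen. Those on floral MADS-box names and on contigs of 1 cluster were set before their results were seen.

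The 3 MADS-box TFs named in the paper were near 0 in FBD. One hypothesis is that other floral MADS-box unigenes take their place there. Nr names of AP3, PI, SEP, AGL6, AG and AP1/FUL were searched, which gave 56 unigenes, 17 on the FBD side and 33 on the other. Those on the FBD side summed to an FPKM of 607 in FBD, 39.6% of the sum of all such names in YA (1533), which is above the share set in the prediction. AP3 names summed to 65.5 in FBD and 48.5 in YA, PI to 221 and 1008, SEP to 67.5 and 127, AGL6 to 202 and 259, AP1/FUL to 56.7 and 78.5, and AG to 0 and 11.3. The values suggest that the low FPKM of the 3 unigenes in FBD is not a lack of floral MADS-box transcripts in that library. These genes are expressed in the floral organs of the other stages as well, and whether the FBD unigenes are those of A. amurensis is open.

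Between consecutive stages after FBD, a mean of 64.6% of unigenes passed a 2-fold ratio. Reads moving between contigs of 1 cluster would be 1 explanation. Summing the FPKM per cluster lowered the share past 2-fold from 58.5% of contigs to 38.8% of clusters, 0.662 times, which falls short of the halving set as the prediction. Low FPKM values would be another. At an FPKM of at least 10 the share was 42.6%, 0.660 times that at 1, again short of a halving. Each may account for part of the share but neither for most of it. Summed per KEGG orthology group, 12.0% passed a 2-fold ratio, from 4.38% between YA and VCA to 16.8% between VCA and EFS. A biological change between the stages is open and was not tested, because no stage has a replicate.

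The peaks of low FPKM ratios by which relative depth was estimated were of different sharpness. Between FBD and EFS 77.1% of the 70 unigenes within 0.2 log2 of the peak lay within 0.02 log2 of it, and among YA, VCA, FBS and SFS from 48.2% to 61.7% did. Between a library of the former pair and a library of the latter 4 it was 21.0% to 33.3%. This divides the libraries otherwise than the correlation does, and no explanation was tested beyond the batch shared with EFS.

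Of the unigenes between both sides, 394 were within 3-fold between FBD and the mean of the other 5 stages. Of these, 115 (29.2%) were annotated, compared with 52.9% of the table. Among the 110 with a match in Nr or Nt, 44 (40.0%) had a match that names the chloroplast, plastid or mitochondrion, compared with 10.2% of the matched unigenes of either side. The 279 without annotation had a median FPKM of 2.48 in FBD and 2.64 in YA.

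Of the flowering genes of the introduction, the Swiss-Prot names FLC, VRN2 and CO were carried by 0 unigenes. FT was carried by 6 unigenes, which summed to 0 in FBD, 6.69 in YA and 14.6 in VCA. SOC1 was carried by 8 unigenes (23.4 in FBD and 8.95 in YA), SVP by 1 (highest at 4.82 in EFS), VIN3 by 1 (7.01 in VCA, listed at 0 in FBD), TOC1 by 18 (9.74 in FBD and 26.4 in EFS), gibberellin 20 oxidase by 10 (12.9 in FBD and 4.27 in YA) and FUL by 10 (22.2 in FBD and 23.3 in YA). The 41 VRN1 unigenes summed to 297 in FBD and 19.2 in YA, with 20 of them on the FBD side and 4 on the other. Sums in FBD and in the other libraries are thus over nearly separate unigenes. Their differences are not shown to be changes between stages. Of the housekeeping groups, the unigenes on the FBD side and on the other side were 306 and 348 for ribosomal proteins, 11 and 8 for actin, 26 and 43 for tubulin, 16 and 16 for elongation factor 1-alpha, 47 and 61 for ubiquitin, and 14 and 14 for GAPDH.

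Photosynthesis names in KEGG summed to an FPKM of 8197 in FBD, 13768 in YA, 17384 in VCA, 17249 in EFS, 8733 in FBS and 24759 in SFS. In FBD, 8121 of this belonged to unigenes of the FBD side.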
